# Interacting impact of maternal inflammatory response and stress on the amygdala transcriptome of pigs

**DOI:** 10.1093/g3journal/jkab113

**Published:** 2021-04-15

**Authors:** Marissa R Keever-Keigher, Pan Zhang, Courtni R Bolt, Haley E Rymut, Adrienne M Antonson, Megan P Caputo, Alexandra K Houser, Alvaro G Hernandez, Bruce R Southey, Laurie A Rund, Rodney W Johnson, Sandra L Rodriguez-Zas

**Keywords:** RNA-seq, gestational stress, weaning stress, double-hit hypothesis

## Abstract

Changes at the molecular level capacitate the plasticity displayed by the brain in response to stress stimuli. Weaning stress can trigger molecular changes that influence the physiology of the offspring. Likewise, maternal immune activation (MIA) during gestation has been associated with behavior disorders and molecular changes in the amygdala of the offspring. This study advances the understanding of the effects of pre- and postnatal stressors in amygdala gene networks. The amygdala transcriptome was profiled on female and male pigs that were either exposed to viral-elicited MIA or not and were weaned or nursed. Overall, 111 genes presented interacting or independent effects of weaning, MIA, or sex (FDR-adjusted *P*-value <0.05). PIGY upstream reading frame and orthodenticle homeobox 2 are genes associated with MIA-related neurological disorders, and presented significant under-expression in weaned relative to nursed pigs exposed to MIA, with a moderate pattern observed in non-MIA pigs. Enriched among the genes presenting highly over- or under-expression profiles were 24 Kyoto Encyclopedia of Genes and Genomes pathways including inflammation, and neurological disorders. Our results indicate that MIA and sex can modulate the effect of weaning stress on the molecular mechanisms in the developing brain. Our findings can help identify molecular targets to ameliorate the effects of pre- and postnatal stressors on behaviors regulated by the amygdala such as aggression and feeding.

## Introduction

Weaning encompasses social, physical, and environmental stresses (Curley *et al.* 2009; Campbell *et al.* 2013). The separation of the offspring from their mother and familiar littermates, the physical handling and transport, comingling of unfamiliar individuals, new surroundings, and new feeding strategies can all contribute to the stress experienced by weaned rodents and pigs (Curley *et al.* 2009; Campbell *et al.* 2013). This event is accompanied by hormonal and immunological changes (Pie *et al.* 2004; Gimsa *et al.* 2018). Marked increases in plasma lymphocytic trapping and cortisol level were detected in pigs one day after weaning (Kick *et al.* 2012). Decreases in the concentrations of T cells, B cells, and natural killer cells in response to a stressful event corresponding with lymphocytic trapping were also observed in mice (Kick *et al.* 2012). A review of stress effects on pigs (Gimsa *et al.* 2018) highlighted the association of weaning with lower glucocorticoid receptor (GR) binding in the hippocampus and amygdala of 1-month-old pigs (Kanitz *et al.* 1998). Weaning together with isolation was associated with lower levels of the hydroxysteroid dehydrogenase enzyme that processes glucocorticoids, GR, and mineralocorticoid receptor (MR) in the prefrontal cortex of 2- to 3-week-old pigs (Poletto *et al.* 2006).

Infectious agents and environmental stressors can result in maternal immune activation (MIA) during gestation, and the ensuing changes in cytokine signaling can alter brain and nervous system development (Odorizzi and Feeney 2016; Prins *et al.* 2018). Using a viral model of MIA, we demonstrated the dysregulation of multiple genes and processes in the amygdalae of 3-week-old pigs, including immune response, neuroactive ligand–receptor, and glutamatergic pathways (Keever *et al.* 2020a, 2020b). This brain structure plays a central role in behaviors, including some that are sexually dimorphic or social in nature, and learning; thus, the plastic nature of this structure and its response to insults in crucial. Additionally, the amygdala regulates responses to pathogen infection and environmental stressors (Tian *et al.* 2015).

The response to postnatal stressors can be affected by prenatal MIA. Studies of MIA-associated behavior disorders such as schizophrenia spectrum disorders (SSD), autism spectrum disorders (ASD) (Knuesel *et al.* 2014; Canetta *et al.* 2016; Mattei *et al.* 2017) using rodent and primate models offer evidence of the combined effects of MIA and a second immune challenge (Maynard *et al.* 2001; Imanaka *et al.* 2006; Walker *et al.* 2009; Giovanoli *et al.* 2013). The double-hit hypothesis proposes that exposure to MIA elicits long-term neural and immune disruptions that subsequently modify the offspring’s response to a second immune challenge later in life (Bayer *et al.* 1999).

Offspring exposed to MIA can be more sensitive or more tolerant to a second stressor, and this response can modulate the incidence of behavioral disorders (Wang *et al.* 2007). Pigs exposed to MIA elicited by porcine reproductive and respiratory syndrome virus (PRRSV) during gestation and subsequently exposed to bacterial endotoxin lipopolysaccharide (LPS) at 2 weeks of age had higher circulating levels of proinflammatory cytokines and cortisol than pigs from PRRSV-infected gilts that did not receive the second challenge (Antonson *et al.* 2017).

Previous studies have reported molecular changes in the pig brain associated with weaning stress in the absence of MIA (Kanitz *et al.* 1998). Conversely, we focused on the study of MIA in absence of a second stressor and reported on the dysregulation of genes annotated to immune response pathways in the amygdalae of 3-week-old pigs exposed to MIA in the absence of weaning stress (Keever *et al.* 2020a). A study of the simultaneous effects of MIA and weaning stress on the amygdala pathways is necessary to assess possible interactions among both challenges.

The principal goal of this study is to advance the understanding of the effect of the double-hit paradigm on the amygdala gene networks of pigs. The combined effects on the molecular profiles of: (1) MIA stress elicited by PRRSV, (2) weaning stress, and (3) the interactions of these effects with sex were tested. A supporting objective is to reconstruct gene and transcription factor networks to augment the understanding of the effects of MIA and weaning stress on the interaction among genes and on gene regulatory elements. Molecular profiles of weaned pigs not exposed to MIA and of weaned pigs exposed to MIA were compared to existing profiles from pigs that did not experience weaning stress (Keever *et al.* 2020a). Conclusions drawn from these complementary approaches will aid in revealing the consequences of multiple stressors on the amygdala and may help in developing therapeutic strategies to mitigate these consequences.

## Materials and methods

### Animal experiments

Published protocols were used for all experimental procedures (Antonson *et al.* 2017, 2018; Keever *et al.* 2020a). Illinois Institutional Animal Care and Use Committee (IACUC) at the University of Illinois approved the animal studies, and they are in compliance with the USDA Animal Welfare Act and the NIH Public Health Service Policy on the Humane Care and Use of Animals.

Similar to our focused study of the effect of MIA alone (Keever *et al.* 2020a), PIC 359 boar semen was used to inseminate 205-day-old, PRRSV-negative Camborough gilts, which were born and raised at the University of Illinois at Urbana-Champaign (Antonson *et al.* 2017, 2018). At gestation day 69, the gilts were moved into disease containment chambers maintained at 22°C and a 12-h light/dark cycle with lights on at 7:00am, and they were fed daily 2.3 kg of a gestational diet with *ad libitum* water access. Following an acclimation period of 1 week, six gilts were inoculated intranasally with live PRRSV strain P129-BV (School of Veterinary Medicine at Purdue University, West Lafayette, IN, USA) using 5 mL of 1 × 10^5^ median tissue culture infectious dose (TCID_50_) diluted in sterile Dulbecco’s modified Eagle medium (DMEM; 5 mL total volume), while five gilts in the Control group were intranasally inoculated with a 5 mL of sterile DMEM. The timing of the intranasal inoculation corresponded to the last third of gestation in both pigs and humans, which coincides with the initiation of rapid fetal brain growth (Antonson *et al.* 2017, 2018; Keever *et al.* 2020a). Following inoculation, the PRRSV-challenged and control gilts were housed in separate containment chambers. PRRSV infection among PRRSV inoculated gilts and absence of infection among DMEM inoculated gilts was confirmed 1 week after exposure with a PCR test. The significant increase in body temperature and decrease in feed intake of PRRSV-challenged relative to control gilts resolved within 14 days postinjection.

Given that the average gestation lasting 114 days, an intramuscular injection of 10 mg of Lutalyse (dinoprost tromethamine, Pfizer, New York, NY, USA) was used to induce farrowing on gestation day 113 (Antonson *et al.* 2017, 2018), with gilts contained in individual farrowing crates of standard dimensions (1.83×1.83 m). Following farrowing, the gilts were fed 5 kg of a nutritionally complete diet twice daily for the lactating period with water available *ad libitum*. Intramuscular injections of iron dextran (100 mg/pig, Butler Schein Animal Health, Dublin, OH, USA) and Excede for Swine (25 mg/pig; Zoetis, Parsippany, NJ, USA) to control for respiratory diseases were administered to pigs. The pigs remained with the dam in the farrowing crates until weaning until 21 days of age, when approximately half of the pigs in each litter were weaned and the rest remained with the sow.

Weaned pigs were housed in groups of four, with *ad libitum* access to water and received a nutritionally complete diet for growing pigs. The nursing pigs that remained with the sow continued receiving the same feeding as before. The experiment concluded one day after weaning, a time point of high weaning stress. Reports confirm that pigs present heightened dysregulation of physiological stress indicators (e. g. blood neutrophil/lymphocyte ratio, glucose level, cortisol) 1 day after weaning (Puppe *et al.* 1997; Turpin *et al.* 2017), yet no significant effect on body weight (Puppe *et al.* 1997; Giroux *et al.* 2000a, 2000b; Turpin *et al.* 2017). Our analysis of body weight using a mixed-effect model include the effects of weaning, MIA, sex, and interactions and random effects of gilt and replicate confirmed the absence of significant stressor effects. The experimental design encompassed 48 pigs distributed between all eight groups representing MIA, weaning stress, and sex classes. To study the effect of MIA, we compared pigs that experienced maternal PRRSV-elicited activation (MIA group of pigs) relative to non-pigs from control gilts (non-MIA group of pigs). To study the effect of postnatal stress we compared pigs that were weaned at day 21 of age (weaned group of pigs) relative to pigs that remained with the gilt nursing until day 22 of age (nursed group of pigs). The comparison of male and female pigs enabled the study of sex effects.

### RNA extraction and sequencing

Pigs were anesthetized intramuscularly using a drug cocktail of telazol:ketamine:xylazine (50 mg of tiletamine; 50 mg of zolazepam) reconstituted with 2.5 mL ketamine (100 g/L) and 2.5 mL xylazine (100 g/L; Fort Dodge Animal Health, Fort Dodge, IA, USA) at a dose of 0.03 mL/kg body weight, following protocols (Antonson *et al.* 2017) at 22 days of age. An intracardiac injection of sodium pentobarbital (86 mg/kg body weight, Fata Plus, Vortech Pharmaceuticals, Dearborn, MI, USA) was used to euthanize the pigs after anesthetization. After euthanasia, the pig brains were removed, and the stereotaxic atlas of the pig brain (Félix *et al.* 1999) was used to identify the amygdalae. Amygdalae were dissected out, flash frozen on dry ice, and stored at −80°C following published protocols (Antonson *et al.* 2019). EZNA isolation kit (Omega Biotek, Norcross, GA, USA) was used to isolate RNA per manufacturer’s instructions. The RNA integrity numbers of the samples were above 7.3, indicating low RNA degradation. TruSeq Stranded mRNAseq Sample Prep kit’ (Illumina Inc, San Diego, CA, USA) was used to prepare RNAseq libraries, and libraries were quantitated by qPCR and sequenced on one lane on a NovaSeq 6000 for 151 cycles from each end of the fragments using NovaSeq S4 reagent kit. The bcl2fastq v2.20 conversion software was used to produce and demultiplex FASTQ files.

### RNA sequence mapping and differential expression analysis

Assessment of read quality found a minimum Phred score of 35 across all read positions using FASTQC (Andrews 2010), and, therefore, no reads were trimmed based on quality. Paired-end reads were aligned to the *Sus scrofa* transcriptome (version Sscrofa 11.1; Pruitt *et al.* 2007) and quantified using kallisto v. 0.43.0 (Bray *et al.* 2016) with default settings. The normalized (trimmed mean of *M*-values) gene expression values were described using a generalized linear model encompassing the effects of MIA group (MIA and non-MIA levels), weaning stress (weaned or nursed levels), sex (female or male levels), weaning stress-by-sex interaction, MIA-by-weaning stress interaction, and MIA-by-sex interaction. 

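The interaction of weaning, MIA and sex together was tested in the amygdala of all 48 pigs with limma, on log2 values of 20793 genes and with a mean for each of the 8 groups. The count of genes with such an interaction at an adjusted p under 0.05 was 0, from limma-trend and also from limma-voom. At an unadjusted p under 0.05 there were 575 genes, where chance gives 1039.6, and the smallest adjusted p was 1.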

Few genes presented three-way interaction effects and, therefore, only two-way interactions and main effects were further considered. Genes supported by >5 transcripts per million (TPM) RNA molecules by each weaning-MIA-sex combination were analyzed for differential gene expression using edgeR (v. 3.14.0) in the R v. 3.3.1 environment (Robinson *et al.* 2010). A conservative cut-off for differential expression of FDR-adjusted *P*-value 5.0E-05 and log_2_(fold change between pig groups) >2 was considered to highlight strong trends. A positive log_2_(fold change) denotes over-expression in the first pig group relative to the second pig group in the comparison. A negative log_2_(fold change) denotes under-expression in the first pig group relative to the second pig group in the comparison. An extended list of genes at FDR-adjusted *P*-value <0.1 is included as Supplementary material. The raw and normalized gene expression levels for the 16,523 genes in the 48 samples are available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, series identifier GSE165059.

### Functional enrichment, network inference, and transcription factor analysis

Identification of the over-represented Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Kanehisa and Goto 2000; Kanehisa 2019) among all genes analyzed for the interaction and main effects of weaning stress, MIA, and sex was performed using the Gene Set Enrichment Analysis (GSEA) approach with the WebGESTALT software (Liao *et al.* 2019). The complete list The GSEA used the information from all genes analyzed, ranked from the most over-expressed to the most under-expressed to identify over-represented pathways within both profiles. The normalized enrichment score (NES) of the pathways was calculated using the maximum deviation of the cumulative sum based on the signed fold-change of the ranked genes divided by the average of the permutated enrichment scores. For the enrichment analysis, *Sus scrofa* was selected as the organism of interest, and a minimum of five genes and a maximum of 2000 genes per category were used. Statistical significance was determined by calculating the FDR-adjusted *P*-value from 1000 permutations. A conservative cut-off for differential expression of FDR-adjusted *P*-value 5.0E-05 and NES >2 was considered to highlight highly enriched pathways.

The sign of the NES from GSEA offered insights into the predominance of the gene expression profile within the enriched categories for each effect tested. Pathways characterized with an NES >0 are enriched among the genes over-expressed while the pathways characterized with an NES <0 are enriched among the genes under-expressed. The consideration of the estimable functions and comparison against the pair-wise contrast of gene expression levels between pig groups enabled the characterization of the predominant profiles within positive (NES >0) and negative (NES <0) group. For the weaning-by-MIA interaction effect, NES >0 denoted gene over-expression in non-MIA nursed relative to MIA weaned pigs and NES <0 denoted gene under-expression in non-MIA nursed relative to MIA weaned pigs. For the weaning-by-sex interaction effect, NES >0 denoted gene over-expression in nursed males relative to weaned females, and NES <0 denoted gene under-expression in nursed males relative to weaned females. For the MIA-by-sex interaction effect, NES >0 denoted gene over-expression in MIA females relative to MIA males, and NES <0 denoted gene under-expression in MIA females relative to MIA males. For the weaning effect, NES >0 denoted over-expression in weaned relative to nursed pigs, and NES <0 denoted over-expression in nursed relative to weaned pigs. For the MIA effect, NES >0 denoted gene over-expression in non-MIA relative to MIA pigs, and NES <0 denoted gene over-expression in MIA relative to non-MIA pigs. For the sex effect, NES >0 denoted gene over-expression in males relative of females, and NES <0 gene denoted over-expression in females relative of males. Positive-fold change and NES values from GSEA for the main effects of MIA, weaning stress, and sex indicated over-expression in weaned relative to nursed pigs, non-MIA relative to MIA pigs, and male relative of female pigs.

The genes that showed significant MIA-by-weaning stress effect and differential expression between nursed and weaned pigs in the MIA and non-MIA groups (FDR-adjusted *P*-value <0.1) were further studied. First, the genes presenting weaning effects within MIA group were used to build the framework of gene networks that could help uncover distinct gene interaction patterns between weaning groups. A preliminary identification of interacting proteins coded by the differentially expressed genes in our study was generated using STRING v. 11.0 (Szklarczyk *et al.* 2019). The relationships between genes depicted in STRING are based on known data contained in manually curated databases, such as BioCyc (Karp *et al.* 2019), Gene Ontology (Ashburner *et al.* 2000; Carbon *et al.* 2019), and KEGG (Kanehisa and Goto 2000; Kanehisa 2019), and predicted protein–protein interactions mined from high throughput experiments and primary literature. To understand the potential changes in the relationship between genes elicited by MIA in either weaning group, the STRING networks were subsequently enhanced in Cytoscape v. 3.8.1 (Shannon *et al.* 2003) by including the gene expression profiles measured in the present study. In the reconstructed networks, the color of the gene reflects the sign of the fold change where red denotes over-expression in weaned relative to nursed pigs and blue denotes the opposite pattern,

The set of genes presenting MIA interaction effect was also studied with the goal of identifying shared transcription regulators. The identification of potential transcription factors and motifs over-represented among the target genes was carried out using the iRegulon application (Janky *et al.* 2014) in Cytoscape v. 3.8.1 (Shannon *et al.* 2003). Default settings of receiver operator curve estimation of the area under the curve threshold equal to 0.03 and motif similarity of FDR-adjusted *P*-value <0.001 were used to rank motifs based on position weight matrices, and transcription factors capable of regulating differentially expressed target genes were deemed enriched when supported by >15% of the input genes and NES ≥3 (Janky *et al.* 2014).

### Data availability

The raw and normalized gene expression levels are available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, series identifier GSE165059. Supplementary material is available at figshare DOI: https://doi.org/10.25387/g3.13607600.

## Results

### Maternal immune activation and sequencing metrics

The sequencing produced 6.59E + 09 reads across all 48 libraries. The median number of reads per pig group is 1.35E + 08 for weaned pigs, 1.22E + 08 for nursed pigs, 1.35E + 08 for non-MIA pigs, 1.31E + 08 for MIA pigs, 1.34E + 08 for females, and 1.35E + 08 for males. The median number of reads mapped by the kallisto software per group is 6.77E + 07 for weaned pigs, 6.62E + 07 for nursed pigs, 6.81E + 07 for non-MIA pigs, 6.54E + 07 for MIA pigs, 7.03E + 07 for females, and 6.54E + 07 for males. 

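Amygdala RNA was sequenced from 48 pigs, as 1 library per pig. The dams had been inoculated with the porcine reproductive and respiratory syndrome virus (PRRSV), giving pigs exposed to maternal immune activation (MIA), or had not (non-MIA), and the pigs were either weaned or still nursed. The nursed non-MIA pigs were 7 females and 6 males, the nursed MIA pigs 5 females and 6 males, and the weaned non-MIA and the weaned MIA pigs 6 females and 6 males each. The labels do not give the litter of a pig, so pigs of one litter are counted here as if they were independent. The paper kept inoculated and control gilts in different containment chambers, so an effect of MIA cannot be told apart from one of the chamber. The authors quantified the reads on the Sscrofa11.1 transcriptome with kallisto, and the deposited values of 26673 genes are CPM, counts scaled to a sum of 1e+06 per library. They carry no scaling between libraries. The commonest value above 0 in a library was taken as 1 read. This gives an estimate of its depth in assigned reads, from 34.5 to 61.9 in units of 1e+06 with a median of 45.6. In nursed non-MIA pigs the median depth was 44.2 for females (34.5 to 51.7) and 45.7 for males (36.1 to 52.8). In nursed MIA pigs it was 44.2 for females (41.6 to 61.9) and 44.5 for males (39 to 49.6). In weaned non-MIA pigs it was 42.4 for females (37.1 to 46.8) and 50.3 for males (44.4 to 58.6), and in weaned MIA pigs 50.5 for females (38.3 to 59.8) and 43.3 for males (40.6 to 48.6). In units of 1E + 07 the paper's medians of mapped reads are 6.77 for weaned and 6.62 for nursed pigs, and the estimate from the values gives 4.7 and 4.46. Depth here means the latter.
Genes with a mean over 5 reads at that depth in at least 1 of the 8 groups were tested, which kept 20793 genes. CPM were scaled by trimmed mean of M-values (TMM) factors, 0.1 was added, and log2 values were fitted with limma-trend for weaning, MIA, sex and their 3 pairwise interactions. A main effect is weaned minus nursed, MIA minus non-MIA or male minus female, each averaged over the other factors. An interaction is the effect of weaning in MIA minus that in non-MIA pigs, or the same with sex. Effects keep their sign, so a higher effect is a more positive one and not always a stronger one. P-values were adjusted by Benjamini-Hochberg over the genes tested. In 3 libraries, genes of a neighbouring tissue stood over 2 log2 units and 5 scaled median absolute deviations above the other libraries. These were nursed non-MIA male 12 for anterior pituitary genes, and nursed non-MIA male 13 and nursed MIA female 17 for thalamus and epithalamus genes. All 3 libraries are of nursed pigs. Values without them are given for part of the genes. Where a gene is highest in one of them, leaving it out lowers the nursed mean by construction.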

The analysis of 16,529 genes that had >5 mapped read counts per pig group enabled testing the factors of weaning, MIA, sex, and interaction on the gene expression profiles.

### Effects of weaning stress, MIA, and sex on the amygdala pathways

Table 1 presents a summary of the KEGG pathways enriched in at least one tested interaction or main effect at FDR-adjusted *P*-value <0.05 and NES>|2|. Supplementary Table S1 presents an extended list of the 115 KEGG pathways enriched in at least one effect at *P*-value <0.05. Weaning stress showed significant effects, interacting with other factors or alone, on the gene expression profiles in the amygdala of pigs. 

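Weaning changed 28 of the 20793 genes at an adjusted p under 0.05 from limma, of which 17 rose and 11 fell in weaned relative to nursed pigs. ANGPTL4, an inhibitor of lipoprotein lipase (gene 397628, chromosome 2 of Sscrofa11.1 from 70905767 to 70912892), had 9.84 ± 5.55 CPM in weaned and 3.63 ± 1.4 CPM in nursed pigs (SD, n = 24 each). This is a log2(fold change) of 1.35 (standard error 0.167, adjusted p = 4.39e-06). PDK4, the kinase that switches off pyruvate dehydrogenase (gene 100286778, chromosome 9 from 75246956 to 75260134), had 83.6 ± 28.6 CPM in weaned and 45.1 ± 14.4 CPM in nursed pigs (SD, n = 24 each), a log2(fold change) of 0.88 (standard error 0.13, adjusted p = 1e-04). MRO (0.78), the mitochondrial carrier SLC25A34 (0.84), the glycine methyltransferase GNMT (0.71) and the urea transporter SLC14A1 (1.02) also rose, with adjusted p from 4.39e-06 to 0.00543. IL17RB (0.50), EIF4B (0.17), pyruvate carboxylase PC (0.36), ARMC12 (0.79), the chemokine CXCL2 (0.71) and ETNPPL (0.45) rose with adjusted p from 0.00731 to 0.0223. Mevalonate kinase MVK (gene 100152230, chromosome 14 from 41320790 to 41357437) fell from 44.8 ± 6.23 CPM in nursed to 32.5 ± 5.63 CPM in weaned pigs (SD, n = 24 each), a log2(fold change) of -0.47 (standard error 0.0645, adjusted p = 2.74e-05). Acetyl-CoA acetyltransferase ACAT2 (-0.46), lanosterol synthase LSS (-0.35), INSIG1 (-0.36) and acetoacetyl-CoA synthetase AACS (-0.21) fell with adjusted p from 0.00731 to 0.0343. The clock genes PER3 (-0.29) and DBP (-0.43) fell with adjusted p = 0.0201 and 0.0409, and ENTPD2 (-0.50), RLBP1 (-0.66) and HR (-0.48) with adjusted p from 0.0201 to 0.0267. Without the 3 libraries that stand apart, DBP (adjusted p = 0.0734) and AACS (0.144) did not pass. The count of weaning genes in limma was 50 without weaned MIA male 43 and 49 without weaned non-MIA female 26. With a term for 8 libraries far on the first principal component, an alternative chosen after seeing the data, it was 95. With weaning coded as its effect in non-MIA females alone, 0 genes passed in limma, and the adjusted p of ANGPTL4 was 0.257.
Genes known to respond to glucocorticoids, a list of 19 tested genes written before the data were examined, rose with weaning as a set (camera of limma, adjusted p = 4.2e-09 with a preset correlation of 0.01). The adjusted p = 0.0356 with an estimated correlation. Of the 19 genes, 15 were higher in weaned pigs, 2 of them (PDK4 and ANGPTL4) at an adjusted p under 0.05 over all genes and 5 when adjusted over the list alone. FKBP5, a co-chaperone of the glucocorticoid receptor, had 33.8 ± 12.8 CPM in weaned and 22.4 ± 7.79 CPM in nursed pigs (SD, n = 24 each), a log2(fold change) of 0.59 (standard error 0.17). Its adjusted p was 0.242 over all genes and 0.00534 over the list alone. HIF3A had a log2(fold change) of 0.46 (standard error 0.115, adjusted p = 0.0911, and 0.00138 over the list alone). The mean level of the list, in log2 units centred on each gene's mean, was 0.134 ± 0.257 in weaned and -0.134 ± 0.232 in nursed pigs (SD, n = 24 each; two-sided permutation test, p = 0.00052, adjusted p = 0.0135).

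**Figure D1:**
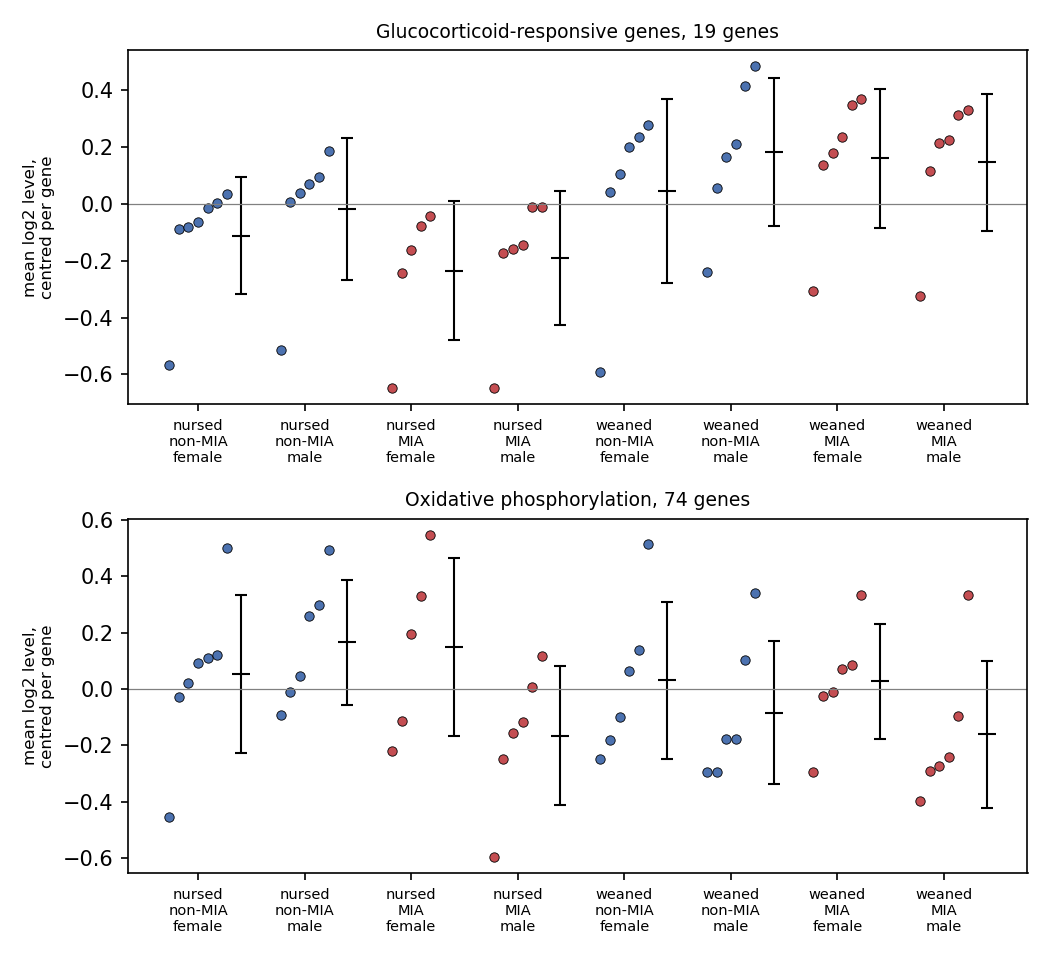
Mean log2 level per pig of the glucocorticoid-responsive genes (19 genes) and of the genes of oxidative phosphorylation (74 genes), centred on each gene's mean over the 48 pigs. Each point is a pig in 1 of the 8 groups on the x axis, red for MIA and blue for non-MIA, and black marks give the group mean with its SD. The mean of the glucocorticoid-responsive list was 0.134 in weaned and -0.134 in nursed pigs.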

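Lists of the genes of 20 pathways of Table 1 were written from memory before the data were examined, and each was tested with camera on the limma fit. Ribosomal protein genes rose with weaning as a set, with 80 of 84 higher in weaned pigs (adjusted p = 1.5e-05). Genes of oxidative phosphorylation fell, with 4 of 74 higher in weaned pigs (adjusted p = 1.85e-08), as did those of the lists for Parkinson disease (22 of 118 higher, adjusted p = 3.11e-06) and Alzheimer disease (40 of 148 higher, adjusted p = 0.000226). The weaning call of each of these 4 lists was lost when the correlation between genes was estimated, with an adjusted p = 0.907 for each. At the preset correlation, 10 lists were called for weaning without nursed MIA male 21, and 9 without weaned MIA male 43. Random divisions of the pigs gave a median of 8 lists for weaning at that correlation. COX10, an assembly factor of cytochrome oxidase, had a log2(fold change) of -0.16 between weaned and nursed pigs, and the ribosomal protein gene RPS4X 0.14. For the weaning-by-MIA interaction, 17 of the 20 lists were called, each with a more positive weaning effect in MIA than in non-MIA pigs. Without the 3 libraries that stand apart, 11 were called. None was called with an estimated correlation (0 lists, smallest adjusted p = 0.521) or by fry of limma (0 lists), and 19 were called by fgsea.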

The GSEA of the genes ranked from highly over-expressed to highly under-expressed identified 21 KEGG pathways enriched (Table 1) among the genes presenting MIA-by-weaning interaction effect, and 13 KEGG pathways enriched among genes presenting weaning stress effect. An extended list of pathways at *P*-value <0.05 is included in Supplementary Table S1.

**Table 1:** Pathways enriched in at least one effect including interaction or main effect of weaning (Wea), maternal immune activation (MIA), and sex at *P*-value <5.0E-05, and normalized enrichment score |NES|>2

KEGG pathway	Wea×MIA		Wea×Sex		Wea		MIA×Sex			MIA		Sex	
N	*P*	N	*P*	N	*P*	N		*P*	N	*P*	N	*P*

ssc04080: Neuroactive ligand–receptor	−1.5	6.E-03	−2.0	1.E-05	1.5	1.E-02	−2.0		1.E-05	−1.4	5.E-02		
ssc05010: Alzheimer disease	−1.3	5.E-02	−1.9	1.E-03			−2.0		1.E-05				
ssc04514: Cell adhesion molecules	1.9	1.E-05			−1.5	6.E-03	1.4		3.E-02	−1.8	2.E-03		
ssc04932: Non-alcoholic fatty liver disease	−1.6	6.E-03	−2.0	1.E-05			−2.1		1.E-05	−1.8	5.E-03	1.5	6.E-02
ssc05012: Parkinson disease	−1.5	4.E-02	−2.0	1.E-05			−2.1		1.E-05	−1.4	4.E-02	1.6	5.E-02
ssc04659: Th17 cell differentiation	2.0	1.E-05			−1.5	1.E-02	1.7		8.E-03	−1.5	4.E-02		
ssc04623: Cytosolic DNA-sensing pathway	2.1	1.E-05			−1.6	2.E-02	1.4		7.E-02				
ssc04145: Phagosome	2.2	1.E-05			−1.4	2.E-02	1.6		1.E-05	−1.9	1.E-03		
ssc05164: Influenza A	2.1	1.E-05			−1.7	1.E-05	2.0		1.E-05	−1.7	3.E-03		
ssc04658: Th1 and Th2 cell differentiation	2.1	1.E-05			−1.6	1.E-02	1.7		1.E-05	−1.5	4.E-02		
ssc05169: Epstein–Barr virus infection	2.1	1.E-05			−1.8	1.E-05	1.6		1.E-05	−1.9	1.E-05		
ssc05323: Rheumatoid arthritis	2.2	1.E-05					1.6		1.E-02	−1.6	1.E-02		
ssc05168: Herpes simplex infection	2.2	1.E-05			−1.7	2.E-03	2.0		1.E-05	−1.7	9.E-03		
ssc00190: Oxidative phosphorylation	−1.3	9.E-02	−1.9	3.E-03			−2.3		1.E-05	−1.3	7.E-02	1.5	7.E-02
ssc03010: Ribosome			−2.2	1.E-05	2.2	1.E-05	−2.5		1.E-05	−1.9	2.E-03	1.4	1.E-01
ssc04612: Antigen processing, presentation	2.6	1.E-05			−2.2	1.E-05	2.5		1.E-05	−1.6	2.E-02	−1.7	6.E-03
ssc04940: Type I diabetes mellitus	2.4	1.E-05			−2.1	1.E-05	2.4		1.E-05	−1.7	1.E-02	−1.7	5.E-03
ssc05320: Autoimmune thyroid disease	2.4	1.E-05	−1.5	5.E-02	−2.1	1.E-05	1.6		2.E-02	−1.9	2.E-03	1.4	1.E-01
ssc05322: Systemic lupus erythematosus	2.4	1.E-05			−1.7	6.E-03	1.9		1.E-05	−1.5	3.E-02		
ssc05332: Graft-*vs*-host disease	2.4	1.E-05			−2.2	1.E-05	2.3		1.E-05	−1.7	9.E-03	−1.7	2.E-02

Sex effect where NES >0 denotes gene over-expression in males relative of females, and NES <0 denotes gene over-expression in females relative of males.

N, NES; Wea×MIA, weaning-by-MIA interaction effect where NES >0 denotes gene over-expression in non-MIA nursed relative to MIA weaned pigs, and NES <0 denotes gene under-expression in non-MIA nursed relative to MIA weaned pigs; Wean×Sex, weaning-by-sex interaction effect where NES >0 denotes gene over-expression in nursed males relative to weaned females, and NES <0 denotes gene under-expression in nursed males relative to weaned females; MIA×Sex, MIA-by-sex interaction effect where NES >0 denotes gene over-expression in MIA females relative to MIA males, and NES <0 denotes gene under-expression in MIA females relative to MIA males; Wea, weaning effect where NES >0 denotes gene over-expression in weaned relative to nursed pigs, and NES <0 denotes gene over-expression in nursed relative to weaned pigs; MIA, maternal immune activation effect where NES >0 denotes gene over-expression in non-MIA relative to MIA pigs, and NES denotes gene over-expression in MIA relative to non-MIA pigs; and

*P*, *P*-value <5.0E-05 corresponds to a false discovery rate *P*-value <5.0E-02.

Among the enriched KEGG pathways in Table 1, there is a predominance of immune- and neurologically related functional categories. 

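Genes of antigen presentation, T cell differentiation and virus responses were higher in MIA than in non-MIA pigs. Of 20 lists, 14 rose with MIA by camera, and for 12 of these the call held with an estimated correlation. Antigen processing and presentation rose with 39 of 54 genes higher (adjusted p = 4.05e-16, and 0.0172 with an estimated correlation), and 18 of its genes passed when adjusted over the list alone. SLA-1, a class I histocompatibility gene (gene 100037293, chromosome 7 of Sscrofa11.1 from 22824137 to 22920154), had 105.6 ± 69.8 CPM in MIA (SD, n = 23) and 48.1 ± 22.1 CPM in non-MIA pigs (SD, n = 25). This is a log2(fold change) of 0.99 (standard error 0.24, limma adjusted p = 0.148, and 0.00647 over the list alone). SLA-3 (0.93), the peptide transporter genes TAP1 (0.70) and TAP2 (0.60), and the T cell co-receptor CD8B (0.69) were further members. Graft-versus-host disease (24 of 25 genes higher, adjusted p = 1.11e-19, 14 genes over the list alone), type I diabetes mellitus (24 of 31, 1.55e-12, 10 genes) and autoimmune thyroid disease (24 of 29, 9.5e-15, 15 genes) share class I and class II histocompatibility genes with it. Systemic lupus erythematosus rose too (32 of 44, adjusted p = 2.23e-07, and 0.0422 with an estimated correlation, 1 gene over the list alone), as did the phagosome list (54 of 83, 2.1e-09, and 0.0218, 9 genes). Cell adhesion molecules rose with 72 of 103 genes higher (8.61e-09, and 0.0205, 9 genes), among them SLA-DMA (0.90, standard error 0.253). Calls lost with an estimated correlation were the cytosolic DNA-sensing pathway (23 of 39 higher, adjusted p = 0.00196, and adjusted p = 0.0508 with an estimated correlation, 0 genes) and rheumatoid arthritis (40 of 60 higher, 0.00084, and adjusted p = 0.0778 with an estimated correlation, 1 gene higher and 1 lower).
Of the lists with neurological or metabolic names, oxidative phosphorylation fell with MIA by camera (5 of 74 genes higher, adjusted p = 3.59e-06), but the adjusted p = 0.463 with an estimated correlation. The Parkinson disease (20 of 118, 5.79e-05) and Alzheimer disease lists (42 of 148, 0.00882) fell likewise, and lost the call with an estimated correlation (adjusted p = 0.463 and 0.498). Non-alcoholic fatty liver disease (adjusted p = 0.111), neuroactive ligand-receptor interaction (0.354) and ribosome (0.641) were not called. In the count of single genes, 0 of 20793 passed for MIA in limma-trend and in limma-voom, with a smallest adjusted p of 0.114. At an unadjusted p under 0.05 there were 1081, where chance gives 1039.6. Leaving out nursed MIA male 19 alone gave 12 genes. On the first principal component 8 libraries lie far from the others, 1 in each group. With a term for them, limma called 74 genes for MIA. Leaving them out gave 259 genes, and array quality weights gave 399. The alternatives with the term, without these libraries and with the weights were chosen after seeing the data.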

Based on the NES values in Table 1, there is a prevalence of GSEA enrichment among genes under-expressed in weaned relative to nursed pigs, under-expressed in MIA relative to non-MIA pigs. 

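Interferon-stimulated genes and genes of T and NK cells were the lists that rose most clearly in MIA pigs. All 35 interferon-stimulated genes tested were higher in MIA than in non-MIA pigs, with a median log2(fold change) of 0.777 (camera adjusted p = 3.61e-49, and 0.0168 with an estimated correlation), and 32 passed when adjusted over the list alone. OAS1, which senses viral double-stranded RNA (gene 397570, chromosome 14 of Sscrofa11.1 from 38851083 to 38867427), had 15.5 ± 12.3 CPM in MIA (SD, n = 23) and 5.86 ± 4.84 CPM in non-MIA pigs (SD, n = 25). This is a log2(fold change) of 1.37 (standard error 0.297, limma adjusted p = 0.119 over all genes and 0.000654 over the list alone). OAS2 had 0.81, HERC5 1.20, HERC6 0.80 and RSAD2 1.81, with adjusted p from 0.119 to 0.244 over all genes. Of 16 genes of T and NK cells, 15 were higher in MIA pigs and all 15 passed over the list alone (median 0.673, adjusted p = 6.29e-25, and 0.00263 with an estimated correlation). CD3E, a chain of the T cell receptor complex (gene 397455, chromosome 9 from 45619730 to 45633972), had 0.445 ± 0.609 CPM in MIA (SD, n = 23) and 0.0715 ± 0.0724 CPM in non-MIA pigs (SD, n = 25). LCK, the kinase of that receptor, had 0.468 ± 0.567 and 0.119 ± 0.0665 CPM. The lists of red blood cells (4 of 8 genes higher, adjusted p = 0.975), B and plasma cells (6 of 8, 0.381) and astrocytes (6 of 13, 0.756) were not called. Other cell types also rose by camera at the preset correlation, with calls lost at an estimated one. These were microglia (16 of 16 genes higher, adjusted p = 0.000176, and adjusted p = 0.692 with an estimated correlation), neutrophils and monocytes (12 of 13, 0.000179, and 0.448) and endothelium (12 of 13, 1.6e-05, and 0.448).
Per pig, the mean level of the T and NK cell list was 0.351 ± 0.674 in MIA and -0.323 ± 0.205 in non-MIA pigs (SD, n = 23 and 25; two-sided permutation test, p = 1e-05, the smallest that the permutations can give, adjusted p = 0.00026). In 10 of 23 MIA pigs it lay above every non-MIA pig. For the interferon-stimulated list it was 0.407 ± 0.909 and -0.374 ± 0.482 (p = 0.0005, adjusted p = 0.0065, permutation test), and 6 of 23 MIA pigs lay above every non-MIA pig. Within nursed pigs the difference in the T and NK cell level was 0.517 (permutation test, p = 0.00642, adjusted p = 0.167), and within weaned pigs 0.819 (p = 7e-05, adjusted p = 0.00182). The immediate early gene FOS was lower in MIA pigs, with a log2(fold change) of -0.56 (standard error 0.152, adjusted p = 0.244 over all genes and 0.0135 over its list alone).

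**Figure D2:**
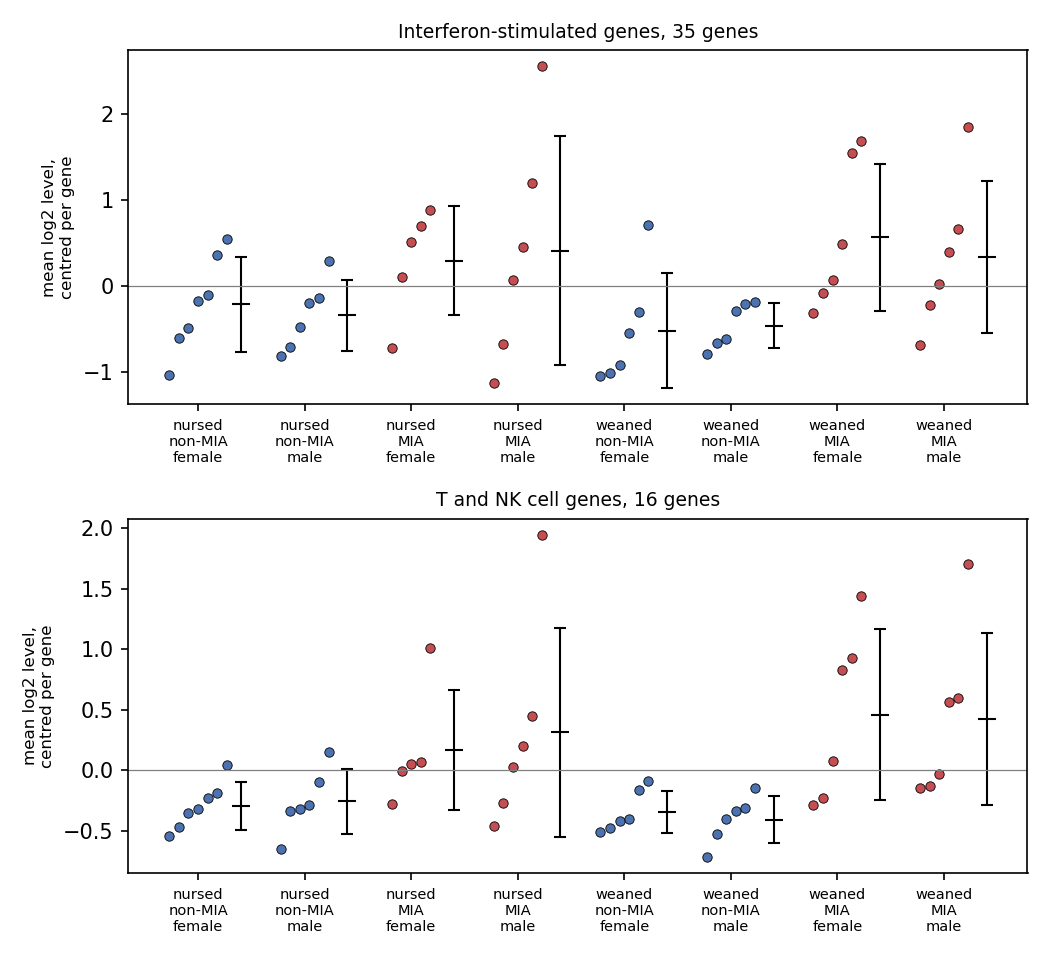
Mean log2 level per pig of the interferon-stimulated genes (35 genes) and of the T and NK cell genes (16 genes), centred on each gene's mean over the 48 pigs. Each point is a pig in 1 of the 8 groups on the x axis, red for MIA and blue for non-MIA, and black marks give the group mean with its SD. The T and NK cell level ran from -0.462 to 1.95 in MIA and from -0.715 to 0.153 in non-MIA pigs.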

The more significant enrichments of KEGG pathways were identified among genes presenting weaning-by-MIA, MIA-by-sex, weaning, and MIA effects.

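For sex and the MIA-by-sex interaction, camera called lists of mitochondrial and ribosomal genes, and these calls were lost with an estimated correlation. At the preset correlation, random divisions of the pigs gave a median of 7 lists for sex and 8 for MIA by sex. The 5 lists called for each are no more than such divisions give. Between males and females, 5 of 20 lists were called, all lower in males: ribosome (3 of 84 genes higher, adjusted p = 2.39e-11), oxidative phosphorylation (2 of 74, 8.21e-17), Parkinson disease (22 of 118, 9.18e-11), Alzheimer disease (47 of 148, 1.08e-05) and non-alcoholic fatty liver disease (36 of 116, 1.63e-05). With an estimated correlation their adjusted p = 0.968 for ribosome and 0.798 for the other 4. For the MIA-by-sex interaction the same 5 lists were called, with a lower MIA effect in males: ribosome (2 of 84, 2.16e-15), oxidative phosphorylation (2 of 74, 2.9e-16), Parkinson disease (14 of 118, 3.04e-12), Alzheimer disease (41 of 148, 1.12e-05) and non-alcoholic fatty liver disease (23 of 116, 4.91e-08). Each had an adjusted p = 0.687 with an estimated correlation. In the level of the oxidative phosphorylation list, MIA minus non-MIA was -0.204 in males (permutation test, p = 0.0583, adjusted p = 0.125) and 0.0462 in females (p = 0.674). By fgsea, 18 lists were called for MIA, 9 for weaning, 5 for sex and 8 for the MIA-by-sex interaction. By fry, 13 were called for MIA and 0 for weaning, sex and the MIA-by-sex interaction, for which camera called 4, 5 and 5.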

### Effects of weaning stress, MIA, and sex on the gene expression profiles in the amygdala

Overall, 111 genes had significant (FDR-adjusted *P*-value <0.05) effects of weaning stress, MIA, and sex interacting or acting independently. 

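Sex and weaning accounted for the 51 genes with any of the 6 effects at an adjusted p under 0.05 in limma. Of these, 23 differed by sex and 28 by weaning. The Y chromosome held 15 of the sex genes, of 42 tested, and 14 of these were higher in males. EIF1AY, a Y-linked translation initiation factor (gene 100625415, from 9687350 to 9704489), had 36.4 ± 6.83 CPM in males (SD, n = 24) and a mean of 0.00809 CPM in females, a log2(fold change) of 8.39 (standard error 0.0759, adjusted p = 4.27e-52). The X chromosome held the other 8, of 742 tested, and 1 of them (TBL1X) was higher in males. EIF2S3, an X-linked translation initiation factor (gene 100525970, from 20129708 to 20162881), had 80.2 ± 10.3 CPM in females and 52.7 ± 5.15 CPM in males (SD, n = 24 each), a log2(fold change) of -0.60 (adjusted p = 2.7e-12). TXLNG (-0.40), the deubiquitinase gene USP9X (-0.29), ZFX (-0.53) and SYAP1 (-0.20) were also lower in males, with adjusted p from 9.03e-09 to 0.0302, and TBL1X (0.92) was higher with adjusted p = 0.00138. None of 20009 genes on other chromosomes or unplaced passed for sex (0 in limma). ZFX did not pass without the 3 libraries that stand apart (adjusted p = 0.0745).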

At *P*-value <0.005, a total of 254 genes exhibited significant changes in the profile associated with the previous effects. 

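At an unadjusted p under 0.005, 611 of 20793 genes had at least one of the 6 effects. For MIA there were 236, for weaning 208 and for sex 77, and 100 genes had an interaction. With 6 tests per gene, chance alone puts many genes under this threshold, so these counts show no effect by themselves. CD5L, secreted by macrophages, was among the MIA genes, with a log2(fold change) of 1.46 (standard error 0.384, limma adjusted p = 0.211). LCK (0.94, standard error 0.245, adjusted p = 0.203) and CD3G of the T cell receptor complex (0.92, standard error 0.228, adjusted p = 0.169) were others, and so was the chemokine CXCL2 (-0.52, standard error 0.142, adjusted p = 0.255). The neuropeptide gene NTS was one of those with a MIA-by-sex interaction.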

Table 2 summarizes the genes that presented one or more significant main or interaction effects at |log_2_(fold change between pig groups)|>2 and *P*-value <5.0E-05 (approximately FDR-adjusted *P*-value <0.05), and Figure 1 provides the corresponding expression profiles characterized by the log_2_(fold change between pig groups). 

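Of the 30 genes of Table 2, 25 are in the gene table by their symbols, and all 25 were tested. EIF1AY was called for sex in limma, and 0 of the 25 genes for MIA, weaning or an interaction. Most of these genes peaked in the libraries with genes of a neighbouring tissue: of the 24 that are not Y-linked, 22 were highest in nursed non-MIA male 12, nursed non-MIA male 13 or nursed MIA female 17. The pituitary and thalamus lists that mark these libraries hold 7 and 5 genes of Table 2, so part of this count follows from the marking. For male 13 and female 17, it stays undecided whether RNA of the thalamus is the source. The pituitary hormone genes are the clearest. GH1, growth hormone (gene 396884, chromosome 12 of Sscrofa11.1 from 15064965 to 15066698), had 4826 CPM in male 12, which is 99.1% of its total over the 48 libraries, 14.8 CPM in the next library and a median of 0.154 CPM. CGA, the alpha subunit of the glycoprotein hormones (gene 406869, chromosome 1 from 55552675 to 55569057), had 2310 CPM in male 12 (94.9%) and a median of 2.46 CPM. In the same library the pituitary transcription factor gene POU1F1 had 53.3 CPM, against 1.65 CPM in the next. Of 23 anterior pituitary genes listed before the data were examined, 21 were highest in male 12, where chance gives 0.479. OTX2, a homeobox gene (gene 100512643, chromosome 1 from 186028575 to 186039026), had 38.1 CPM in male 13 and 37 CPM in female 17, against 2.67 CPM in the third library and a median of 0.298 CPM. RGS16 (526.5 and 250.8 CPM, median 4.81) and NTNG1 (349.6 and 201.6 CPM, median 10.4) were also highest in these 2 libraries.

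**Figure D3:**
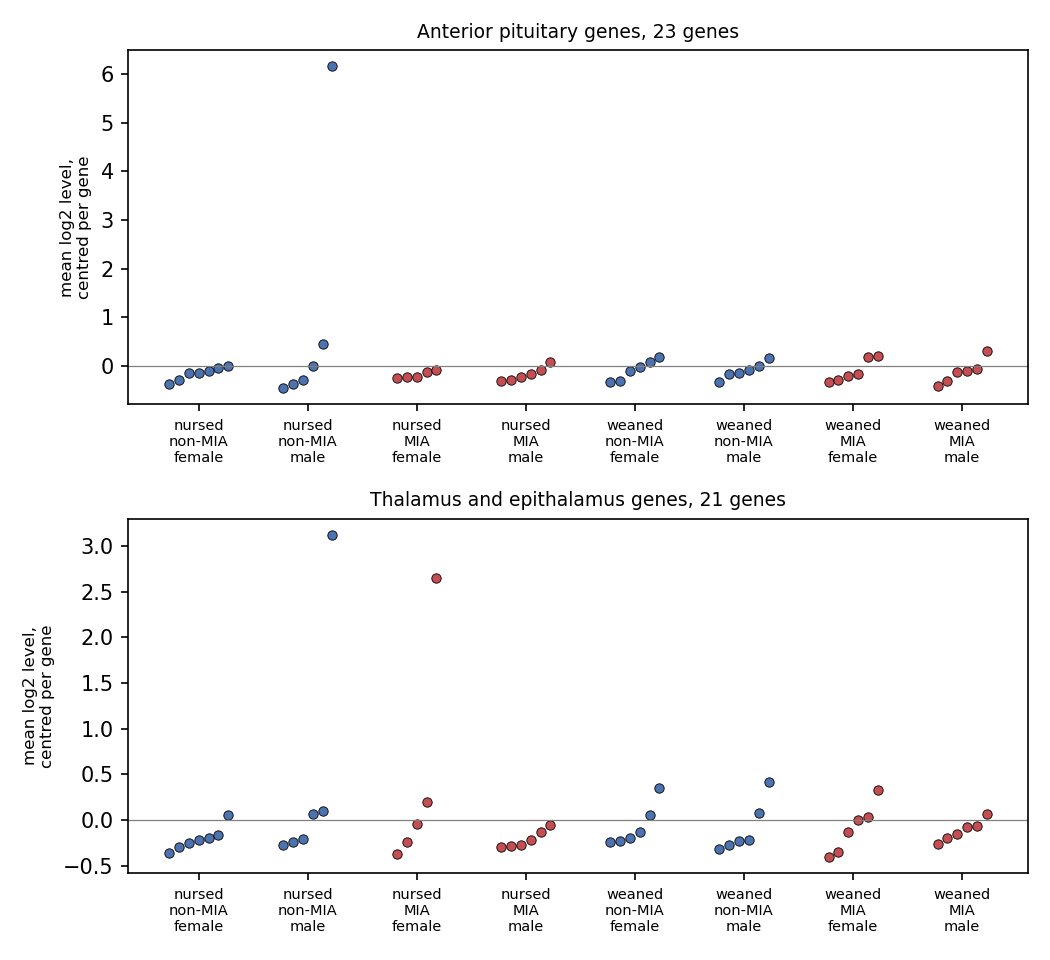
Mean log2 level per pig of anterior pituitary genes (23 genes) and of thalamus and epithalamus genes (21 genes), centred on each gene's mean over the 48 pigs. Each point is a pig in 1 of the 8 groups on the x axis, red for MIA and blue for non-MIA. Nursed non-MIA male 12 lies 6.31 above the median for anterior pituitary genes, and nursed non-MIA male 13 and nursed MIA female 17 lie 3.32 and 2.85 above it for thalamus and epithalamus genes.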

Supplementary Table S2 includes an extended list of 71 genes that presented at least one significant effect at FDR-adjusted *P*-value <0.1.

**Figure 1:**
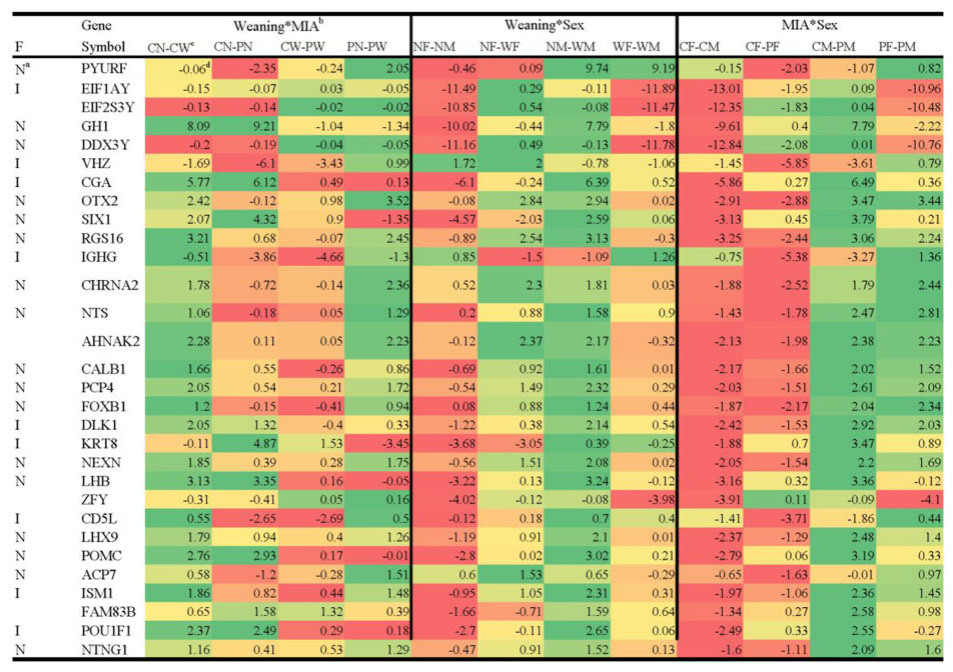
Heatmap listing the differential expression [log_2_(fold change between pig groups)] of genes that presented at least one significant interaction or main effect of weaning, maternal immune activation at *P*-value <5.0E-05 and |log_2_(fold change between pig groups)|>2.0. ^a^Functional annotation of the gene; N, neuro-associated or I, immune-associated function. ^b^Weaning×MIA: log_2_(fold change between pig groups) characterizing the weaning-by-maternal immune activation effect; Weaning×Sex: log_2_(fold change between pig groups) characterizing the weaning-by-sex effect; MIA×Sex: log_2_(fold change between pig groups) characterizing the maternal immune activation-by-sex effect. ^c^Log_2_(fold change of pig group X relative to group Y)=log_2_(X/Y)=log_2_(X) – log_2_(Y). The pig groups compared included: non-MIA or control nursed pigs (CN), non-MIA weaned pigs (CW), PRRSV-elicited MIA nursed pigs (PN), MIA weaned pigs (PW), nursed females (NF), nursed males (NM), weaned females (WF), weaned males (PM), non-MIA females (CF), non-MIA males (CM), PRRSV-elicited MIA females (PF), MIA males (PM). ^d^Red (green) denotes under(over)-expression in the X or first pig group relative to the Y or second pig group.

**Table 2:** *P*-value (*P*) and false discovery rate-adjusted *P*-value (FDR) of genes that presented at least one significant interaction or main effect of weaning, maternal immune activation at *P*-value <5.0E-05 and |log_2_(fold change between pig groups)|>2.0

Gene	MIA	MIA	MIA×S	MIA×S	W×MIA	W×MIA	Sex	Sex	W×Sex	W×Sex	Wea	Wea
Symbol	*P*	FDR	*P*	FDR	*P*	FDR	*P*	FDR	*P*	FDR	*P*	FDR
PYURF	4.E-25	7.E-21	4.E-15	2.E-11	2.E-17	2.E-13	2.E-20	3.E-17	2.E-36	4.E-32	2.E-20	4.E-16
EIF1AY	9.E-03	1.E + 00	1.E-02	1.E + 00	1.E-01	1.E + 00	6.E-34	5.E-30	2.E-01	1.E + 00	2.E-01	1.E + 00
EIF2S3Y	6.E-02	1.E + 00	9.E-02	1.E + 00	8.E-01	1.E + 00	2.E-32	8.E-29	5.E-01	1.E + 00	4.E-01	1.E + 00
GH1	8.E-01	1.E + 00	2.E-19	3.E-15	8.E-01	1.E + 00	2.E-32	8.E-29	7.E-22	5.E-18	4.E-01	1.E + 00
DDX3Y	1.E-01	1.E + 00	1.E-01	1.E + 00	4.E-01	1.E + 00	9.E-32	3.E-28	3.E-01	1.E + 00	3.E-01	1.E + 00
VHZ	8.E-20	7.E-16	1.E-05	8.E-03	2.E-06	5.E-03	8.E-04	3.E-01	2.E-02	1.E + 00	4.E-04	9.E-01
CGA	9.E-01	1.E + 00	2.E-13	5.E-10	5.E-01	1.E + 00	3.E-19	4.E-16	1.E-14	8.E-11	4.E-01	1.E + 00
OTX2	9.E-10	4.E-06	6.E-17	3.E-13	3.E-08	1.E-04	2.E-09	2.E-06	5.E-06	1.E-02	2.E-01	1.E + 00
SIX1	5.E-01	1.E + 00	3.E-08	3.E-05	2.E-01	1.E + 00	1.E-13	1.E-10	9.E-09	4.E-05	2.E-04	5.E-01
RGS16	7.E-07	1.E-03	1.E-13	4.E-10	1.E-04	2.E-01	3.E-09	3.E-06	1.E-05	2.E-02	9.E-01	1.E + 00
IGHG	9.E-11	5.E-07	5.E-02	1.E + 00	3.E-01	1.E + 00	3.E-01	1.E + 00	9.E-01	1.E + 00	5.E-01	1.E + 00
CHRNA2	2.E-07	4.E-04	1.E-10	3.E-07	1.E-04	2.E-01	3.E-05	1.E-02	1.E-03	1.E + 00	7.E-01	1.E + 00
NTS	4.E-05	4.E-02	1.E-09	2.E-06	2.E-02	1.E + 00	2.E-04	8.E-02	5.E-03	1.E + 00	3.E-01	1.E + 00
AHNAK2	8.E-05	7.E-02	1.E-09	2.E-06	8.E-03	1.E + 00	5.E-05	3.E-02	2.E-02	1.E + 00	2.E-01	1.E + 00
CALB1	1.E-04	8.E-02	1.E-09	2.E-06	2.E-02	1.E + 00	2.E-06	1.E-03	1.E-03	8.E-01	4.E-01	1.E + 00
PCP4	4.E-04	2.E-01	2.E-09	2.E-06	8.E-03	1.E + 00	1.E-05	7.E-03	1.E-03	8.E-01	1.E + 00	1.E + 00
FOXB1	2.E-05	2.E-02	2.E-09	2.E-06	7.E-02	1.E + 00	6.E-05	3.E-02	2.E-02	1.E + 00	6.E-01	1.E + 00
DLK1	6.E-03	1.E + 00	2.E-09	3.E-06	5.E-01	1.E + 00	2.E-06	2.E-03	3.E-03	1.E + 00	1.E + 00	1.E + 00
KRT8	1.E-02	1.E + 00	7.E-05	3.E-02	3.E-01	1.E + 00	3.E-09	3.E-06	2.E-04	2.E-01	1.E-05	5.E-02
NEXN	1.E-04	9.E-02	7.E-09	8.E-06	1.E-03	1.E + 00	5.E-06	3.E-03	6.E-04	6.E-01	6.E-01	1.E + 00
LHB	3.E-01	1.E + 00	1.E-04	6.E-02	5.E-01	1.E + 00	1.E-08	1.E-05	8.E-05	1.E-01	6.E-01	1.E + 00
ZFY	1.E + 00	1.E + 00	8.E-01	1.E + 00	8.E-01	1.E + 00	2.E-08	1.E-05	1.E + 00	1.E + 00	7.E-01	1.E + 00
CD5L	3.E-08	8.E-05	1.E-02	1.E + 00	4.E-01	1.E + 00	4.E-03	1.E + 00	2.E-01	1.E + 00	6.E-01	1.E + 00
LHX9	8.E-04	5.E-01	3.E-08	3.E-05	1.E-02	1.E + 00	6.E-07	4.E-04	1.E-03	8.E-01	5.E-01	1.E + 00
POMC	9.E-01	1.E + 00	7.E-06	4.E-03	8.E-01	1.E + 00	4.E-08	3.E-05	2.E-05	3.E-02	8.E-01	1.E + 00
ACP7	2.E-07	4.E-04	5.E-07	4.E-04	4.E-08	1.E-04	3.E-04	1.E-01	1.E-05	2.E-02	1.E-02	1.E + 00
ISM1	2.E-03	1.E + 00	2.E-07	1.E-04	8.E-03	1.E + 00	7.E-06	4.E-03	4.E-04	4.E-01	6.E-01	1.E + 00
FAM83B	2.E-02	1.E + 00	2.E-07	2.E-04	9.E-04	1.E + 00	6.E-07	5.E-04	8.E-06	2.E-02	1.E-03	1.E + 00
POU1F1	8.E-01	1.E + 00	8.E-04	3.E-01	7.E-01	1.E + 00	2.E-07	2.E-04	5.E-05	7.E-02	6.E-01	1.E + 00
NTNG1	2.E-03	8.E-01	4.E-07	3.E-04	1.E-02	1.E + 00	1.E-04	5.E-02	7.E-03	1.E + 00	5.E-01	1.E + 00

MIA, maternal immune activation effect; MIA×S, maternal immune activation-by-sex interaction effect; W×MIA, weaning-by-maternal immune activation interaction effect; sex, sex effect; W×Sex, weaning-by-sex interaction effect; Wea, weaning effect.

*P*-value <5.0E-05 corresponds to approximate false discovery rate-adjusted *P*-value <5.0E-02.

Overall, 54 genes presented significant (FDR-adjusted *P*-value <0.05) interaction effects and 68 genes presented significant main effects. 

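All 51 genes called by limma had a main effect: 28 of weaning, such as ANGPTL4, and 23 of sex, such as EIF1AY. The count of genes with an interaction at an adjusted p under 0.05 was 0 for weaning by MIA, 0 for weaning by sex and 0 for MIA by sex, from limma-trend and from limma-voom. At an unadjusted p under 0.05 there were 519, 205 and 740 genes, where chance gives 1039.6 for each. The smallest adjusted p was 1, 1 and 0.992. In data simulated at this sample size, 5.97% of genes with a weaning-by-MIA interaction of 0.5 log2 units were called, 56.7% at 1 log2 unit and 89.4% at 2 log2 units. The simulation drew each gene independently, changed only genes with enough reads and held no litters. The share called in these pigs may therefore be lower. TEK, an endothelial receptor gene, had one of the smaller p for weaning by MIA (log2 difference 0.61, standard error 0.235, adjusted p = 1), with 19.7 ± 4.14 CPM in weaned MIA (SD, n = 12) and 12.9 ± 3.98 CPM in weaned non-MIA pigs (SD, n = 12). In nursed pigs it had 16.9 ± 5.02 CPM with MIA (SD, n = 11) and 16.7 ± 5.54 CPM without (SD, n = 13).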

The majority of the genes presenting significant main effect included a significant interaction of this effect with the remaining effects (Table 2 and Figure 1, Supplementary Table S2). 

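At an adjusted p under 0.1 in limma, 78 genes had at least one of the 6 effects: 54 for weaning, such as ANGPTL4, PDK4 and MVK, and 24 for sex, such as EIF1AY and EIF2S3. By the sign of their main effects, 45 of the 78 were higher in non-MIA pigs (57.7%, 95% Wilson interval 46.6 to 68), 34 in males (43.6%, 33.1 to 54.6) and 44 in weaned pigs (56.4%, 45.4 to 66.9). The intervals treat genes as independent. With the main effects coded as simple effects in nursed non-MIA females, 16 genes passed, of which 31.2% were higher in non-MIA pigs, 81.2% in males and 43.8% in weaned pigs.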

Among the 71 genes that presented one or more significant effects at FDR-adjusted *P*-value <0.1 (Supplementary Table S2), 87% were over-expressed in non-MIA pigs, 86% were over-expressed in males, and 70% were over-expressed in weaned pigs, relative to the alternative factor levels.

Among the genes that presented at least one significant effect at FDR-adjusted *P*-value <0.05 and |log_2_(fold change)|>2, (Figure 1), the majority were under-expressed in female relative to male nursed pigs under-expressed in female relative to male non-MIA pigs, over-expressed in nursed relative to weaned males, and over-expressed in non-MIA relative to MIA males.

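In the pairwise contrasts, 22 genes passed at an adjusted p under 0.05 in limma in at least one of the 12, and these were genes of the sex chromosomes and genes of the weaning effect. Between females and males, 15 genes passed in nursed pigs (2 higher in females), 15 in weaned pigs (2), 17 in non-MIA pigs (4) and 15 in MIA pigs (2). Between nursed and weaned males, ANGPTL4 (-1.32) and MRO (-0.78) passed, both lower in nursed males with adjusted p = 0.0126. Between nursed and weaned females, ANGPTL4 (-1.37), MRO (-0.78) and MVK (0.51) passed, each with adjusted p = 0.00941. In non-MIA pigs the genes between nursed and weaned were MRO (-0.81, adjusted p = 0.00767) and ANGPTL4 (-1.31, adjusted p = 0.0117). In MIA pigs they were ANGPTL4 (-1.39, adjusted p = 0.0145), MVK (0.52, 0.0145), LOC106506856 (-0.70, 0.0172), MRO (-0.75, 0.0174) and PDK4 (-0.98, 0.0184). LOC106506856 was named after its values were seen. For non-MIA against MIA, limma called 0 genes in males (1020 at an unadjusted p under 0.05), 0 in females (810), 0 in nursed pigs (533) and 0 in weaned pigs (1129). Chance gives 1039.6 genes at that unadjusted p in each contrast. Genes of anterior pituitary or of thalamus stood apart in nursed non-MIA males 12 and 13 and in nursed MIA female 17.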

### Effects of weaning stress and MIA on gene networks and regulatory mechanisms in the amygdala

The simultaneous study of the profile and interconnection between the genes that presented MIA-by-weaning stress interaction offered insights into the potential impact of the first and second stressors on the relationship between the genes.

Figures 2, A and B depict two modules of genes that presented a MIA-by-weaning interaction effect where the blue and red denote genes under- and over-expressed in weaned relative to nursed pigs exposed to MIA. Figures 2, C and D depict two modules of genes that presented a MIA-by-weaning interaction effect where the blue and red denote genes under- and over-expressed in non-MIA weaned relative to nursed pigs. Higher color intensities denote higher fold changes that are reported in Table 2 and Figure 1 and Supplementary Table S2. The depicted genes included nexilin F-actin binding protein (NEXN), forhead box B1 (FOXB1), LIM homeobox 9 (LHX9), orthodenticle homeobox 2 (OTX2), SIX homeobox 1 (SIX1), Zic family member 1 (ZIC1), transcription factor 7 like 2 (TCF7L2), vasoactive intestinal peptide receptor 2 (VIPR2), luteinizing hormone subunit beta (LHB), glycoprotein hormones, alpha polypeptide (CGA), growth hormone 1 (GH1), proopiomelanocortin (POMC), neurotensin (NTS), and calbindin 1 (CALB1).

The comparison of expression patterns in consideration of the relationships between gene nodes highlights the profile change between MIA (Figure 2A) and non-MIA (Figure 2C) pigs in response to weaning stress in the module of the interacting OTX2, ZIC1, and TCFL2. 

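OTX2, ZIC1 and TCF7L2 were not called between weaned and nursed pigs in limma, and their highest values lay in the libraries with thalamus genes. OTX2 had 3.63 ± 11.1 CPM in nursed MIA (SD, n = 11) and 0.324 ± 0.22 CPM in weaned MIA pigs (SD, n = 12), and 0.3 CPM in nursed MIA pigs without female 17. In non-MIA pigs it had 3.38 ± 10.5 CPM in nursed (SD, n = 13) and 0.63 ± 0.655 CPM in weaned pigs (SD, n = 12), and 0.294 CPM in nursed pigs without males 12 and 13. Its log2(fold change) of nursed relative to weaned was 0.53 in MIA pigs (standard error 0.714, limma adjusted p = 1) and 0.22 in non-MIA pigs (standard error 0.684, adjusted p = 0.987); without the 3 libraries it was -0.11 and -0.64. ZIC1, a zinc finger transcription factor (gene 100153570, chromosome 13 of Sscrofa11.1 from 87740769 to 87750258), had 0.02 and 0.19, or -0.32 and -0.17 without them. TCF7L2, an effector of Wnt signalling (gene 100153922, chromosome 14 from 123343695 to 123547332), had 0.37 and 0.25, or 0.06 and -0.06. TCF7L2 was highest in nursed non-MIA male 13 (351.8 CPM) and nursed MIA female 17 (225.9 CPM), with a median of 22 CPM.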

The changes between MIA groups in the neuropeptide hormone gene module are the attenuation in the weaning effect on the profiles of VIPR2, POMC, and LHB that MIA exerted. This attenuation is visualized by the lower color intensity of the nodes in Figure 2B relative to Figure 2D.

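VIPR2, POMC and LHB were not called between weaned and nursed pigs, and POMC and LHB were highest in the library with pituitary genes. POMC, the precursor of corticotropin (gene 396863, chromosome 3 of Sscrofa11.1 from 113661712 to 113668558), had 87.8 ± 271 CPM in nursed non-MIA pigs (SD, n = 13), of which male 12 alone had 990 CPM. It had 12.8 ± 7.44 CPM in weaned non-MIA (SD, n = 12), 11.4 ± 4.13 CPM in nursed MIA (SD, n = 11) and 11.5 ± 3.41 CPM in weaned MIA pigs (SD, n = 12). Without the 3 libraries that stand apart, nursed non-MIA pigs had 12.5 CPM. Nursed relative to weaned, its log2(fold change) was 0.60 in non-MIA pigs (standard error 0.404, limma adjusted p = 0.96) and -0.03 in MIA pigs (standard error 0.421, adjusted p = 1), or 0.06 and -0.05 without those libraries. LHB, the beta subunit of luteinizing hormone (gene 397153, chromosome 6 from 54263574 to 54269286), had 0.60 in non-MIA and -0.28 in MIA pigs, or 0.17 and -0.10. VIPR2, a receptor of vasoactive intestinal peptide (gene 100499553, chromosome 18 from 396379 to 466408), had 0.28 (standard error 0.336) in non-MIA and -0.00 (standard error 0.351) in MIA pigs, or -0.01 and -0.25.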

**Figure 2:**
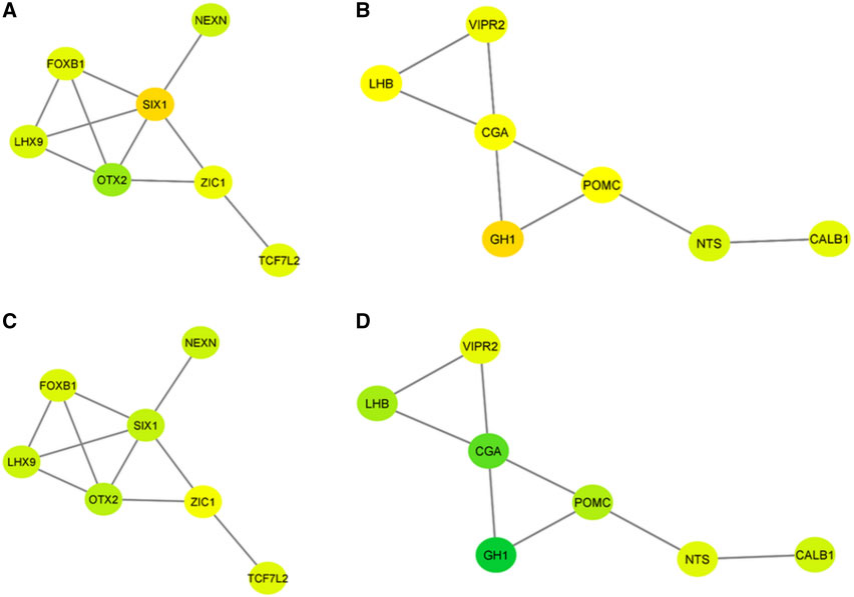
Gene network submodules of the gene orthodenticle homeobox 2 (A, C) and the gene vasoactive intestinal peptide receptor 2 (B, D). Modules (A) and (B) depict under- (blue) and over- (red) expression between MIA weaned and nursed pigs while modules (C) and (D) depict under- (blue) and over- (red) expression between non-MIA weaned and nursed pigs.

The study of the enrichment of transcription factors among the genes that presented MIA-by-weaning stress interaction advanced the understanding of the impact of the first and second stressors on the co-expression profile of these genes. Transcription factors RAD21 and SUZ12 were enriched. Among the potential targets of RAD21 are three genes that shared the same differential expression between weaned and nursed in the MIA (Figures 2, A and B) and non-MIA groups (Figures 2, C and D). 

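POMC and GH1, the genes of pro-opiomelanocortin and growth hormone, were both highest in the nursed non-MIA male with pituitary genes. The weaning effect in MIA pigs minus that in non-MIA pigs was 0.64 in log2 for POMC (standard error 0.583, limma adjusted p = 1) and 1.57 for GH1 (standard error 1.55, adjusted p = 1). Leaving out the 3 libraries that stand apart gives 0.11 for POMC and 0.56 for GH1.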

RAD21 targets POMC andGH1 and the differential expression of these genes between nursed and weaned pigs was consistent across MIA groups. RAD21 was over-expressed in weaned relative to nursed pigs and over-expressed in MIA relative to non-MIA groups.

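RAD21, a subunit of the cohesin ring (gene 100738633, chromosome 4 of Sscrofa11.1 from 21772821 to 21802453), had 292.1 ± 61 CPM in weaned and 267.5 ± 70.7 CPM in nursed pigs (SD, n = 24 each), a log2(fold change) of 0.15 (standard error 0.117, limma adjusted p = 0.958). It had 286.8 ± 67.4 CPM in MIA (SD, n = 23) and 273.3 ± 66.4 CPM in non-MIA pigs (SD, n = 25), a log2(fold change) of 0.06 (standard error 0.118, adjusted p = 0.997). Neither difference passed the test, and both were smaller than the spread between pigs.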

The detected enrichment of the transcription factor SUZ12 among genes presenting MIA-by-weaning effect can be related to the over-expression of this gene in the MIA relative to non-MIA group. 

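SUZ12, a subunit of the Polycomb repressive complex that methylates histone H3 (gene 100294712, chromosome 12 of Sscrofa11.1 from 42983597 to 43032671), had 27.4 ± 3.16 CPM in MIA (SD, n = 23) and 27.4 ± 3.65 CPM in non-MIA pigs (SD, n = 25). Its log2(fold change) was -0.00 (standard error 0.0559, limma adjusted p = 0.998). For weaned relative to nursed pigs it was 0.04 (standard error 0.0559, adjusted p = 0.96). Neither passed the test.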

Targets of SUZ12 include FOXB1, a gene that was over-expressed in MIA pigs relative to non-MIA pigs. 

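FOXB1, a forkhead transcription factor of the developing diencephalon (gene 106508979, chromosome 1 of Sscrofa11.1 from 111997638 to 112000550), had 0.902 ± 1.65 CPM in MIA (SD, n = 23) and 0.787 ± 1.8 CPM in non-MIA pigs (SD, n = 25). The log2(fold change) of 0.14 (standard error 0.362, limma adjusted p = 0.997) did not pass the test. Its 2 highest libraries were nursed non-MIA male 13 and nursed MIA female 17, which stand apart in thalamus genes, at 9.16 and 7.33 CPM. Without the libraries that stand apart it had 0.61 CPM in MIA and 0.442 CPM in non-MIA pigs.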

OTX2 and ZIC1 are also targets of SUZ12 and presented different profiles in response to weaning across MIA groups.

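For OTX2, the weaning effect in MIA pigs minus that in non-MIA pigs was -0.32 in log2 (standard error 0.989, limma adjusted p = 1), and -0.53 without the 3 libraries that stand apart. For ZIC1 it was 0.17 (standard error 0.626, adjusted p = 1), and 0.16 without them. ZIC1 had 78.3 CPM in nursed non-MIA male 13, 67.4 CPM in nursed MIA female 17 and 43.8 CPM in weaned non-MIA male 33, against a median of 5.19 CPM.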

## Discussion

Studies in rodents and humans surmise that prenatal immune challenge can augment (*i.e.*, sensitization) or reduce (*i.e.*, tolerance) the vulnerability of the brain and ensuing behavior disruption to subsequent challenges (Eklind *et al.* 2001, 2005; Wang *et al.* 2007). Our results offer evidence that the double-hit hypothesis postulated in studies of behavior disorders associated with amygdala functions, including ASD and SSD in humans (Feigenson *et al.* 2014) and comparable behaviors in rodents (Wang *et al.* 2007), is germane to molecular pathways in the amygdala of weaned pigs exposed to viral infection during gestation. Moreover, we uncovered sex-dependent effects of pre and postnatal stressors in pigs.

The present study evaluated the effects of MIA and the postnatal stress of weaning on the amygdala transcriptome of female and male pigs. The mapped reads averaged 67% per sample and pig group, and is consistent with the mapping by kallisto software in other pig RNA-seq studies (Tan *et al.* 2017). The experimental design enabled the simultaneous testing of the impact of MIA and weaning within sex, in addition to detecting the independent effects of each stressor. The GSEA of the genes analyzed yielded 24 KEGG pathways enriched in at least one tested effect at FDR-adjusted *P*-value <0.05 (Table 1) and the expression profiles of 118 genes presented MIA, weaning, sex, effects at FDR-adjusted *P*-value <0.5. Pathways associated with immune and neurological processes dominated the enriched categories (Tables 1 and 2).

### Effect of weaning-by-MIA interaction on amygdala pathways

The majority of the KEGG pathways enriched among the genes presenting weaning-by-MIA interaction effects were characterized by pigs in the MIA weaned group presenting decreased expression levels that were comparable to the non-MIA nursed group, relative to MIA nursed and non-MIA weaned groups. This blunting effect of the double hit indicates a prolonged effect of MIA dampening the immune response or related pathways, following the second stress of weaning. 

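In the pathway lists called for the weaning-by-MIA interaction, the MIA weaned pigs had the highest mean level of immune genes among the 4 groups, and the non-MIA weaned pigs the lowest. For antigen processing and presentation, the mean log2 level, centred on each gene's mean, was 0.247 ± 0.479 in weaned MIA (SD, n = 12), 0.136 ± 0.531 in nursed MIA (SD, n = 11), -0.113 ± 0.306 in nursed non-MIA (SD, n = 13) and -0.249 ± 0.189 in weaned non-MIA pigs (SD, n = 12). Of its 54 genes, 46 had a more positive weaning effect in MIA than in non-MIA pigs, with a median log2 difference of 0.167 (camera adjusted p = 0.000366, and adjusted p = 0.521 with an estimated correlation). None of the 54 passed when adjusted over the list alone (0 in limma). The endopeptidase gene LGMN (0.25, standard error 0.123) and the peptide-loading gene TAPBP (0.25) were members with the smallest p. The same interaction was called by camera for type I diabetes mellitus (23 of 31 genes higher, adjusted p = 0.0184, and adjusted p = 0.521 with an estimated correlation), graft-versus-host disease (18 of 25, 0.0209, and adjusted p = 0.588) and herpes simplex infection (68 of 83, 0.000181, and adjusted p = 0.521). It was also called for the cytosolic DNA-sensing pathway (31 of 39, 0.0121, and adjusted p = 0.521 with an estimated correlation) and phagosome (59 of 83, 0.00188, and adjusted p = 0.521). Ribosome (74 of 84, 0.000181), oxidative phosphorylation (52 of 74, 0.0263), Parkinson disease (85 of 118, 0.0115) and Alzheimer disease (101 of 148, 0.0216) were called with adjusted p from 0.634 to 0.737 with an estimated correlation.
Weaned minus nursed in the antigen presentation level was 0.117 in MIA pigs (two-sided permutation test, p = 0.582) and -0.134 in non-MIA pigs (p = 0.216). MIA minus non-MIA was 0.496 in weaned pigs (p = 0.00327, adjusted p = 0.0182, permutation test) and 0.245 in nursed pigs (p = 0.183, adjusted p = 0.408). Without the 3 libraries that stand apart, 11 lists were called by camera. The paper describes lower expression in weaned MIA than in nursed MIA and weaned non-MIA pigs for most enriched pathways. It reads this as a blunting effect of the double hit, in which MIA dampens the immune response or related pathways after weaning.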

For certain processes, the decreased gene expression profiles in the MIA weaned pigs may sensitize the amygdala, making this brain structure more vulnerable to the second stressor. In contrast, for other processes, the decreased gene expression profiles in the MIA weaned pigs may afford tolerance, lowering the amygdala response to the postnatal stressor. This duality can be observed in molecular mechanisms associated with immune functions that include genes acting in feedforward and feedback manner, such as those detected in the present study.

The infection- and inflammation-associated pathways enriched among the genes presenting decreased expression in MIA weaned pigs included the Epstein–Barr virus infection (ssc05169) and influenza A (ssc05164) pathways (Table 1, Supplementary Table S1). 

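Genes of the response to Epstein-Barr virus and to influenza A had a more positive weaning effect in MIA than in non-MIA pigs in 79 of 101 and 67 of 83 cases. The camera adjusted p = 0.00094 for Epstein-Barr virus infection and 0.00109 for influenza A, and the adjusted p = 0.521 with an estimated correlation for each. The mean log2 level of the influenza A list was 0.236 in weaned MIA (n = 12), 0.0988 in nursed MIA (n = 11), -0.132 in nursed non-MIA (n = 13) and -0.184 in weaned non-MIA pigs (n = 12). For Epstein-Barr virus infection it was 0.205, 0.0905, -0.111 and -0.168 in the same groups. In weaned pigs, MIA minus non-MIA was 0.42 for influenza A and 0.373 for Epstein-Barr virus infection (permutation tests, adjusted p = 0.0182 each). IFNGR1, a chain of the interferon gamma receptor, had 59.1 ± 8.4 CPM in weaned MIA and 50.3 ± 6.09 CPM in weaned non-MIA pigs (SD, n = 12 each). Its interaction was 0.21 in log2 (standard error 0.103, limma adjusted p = 1). Over all pigs, both lists rose with MIA: influenza A with 70 of 83 genes higher (adjusted p = 7.42e-20, and 0.0205 with an estimated correlation, 19 genes over the list alone) and Epstein-Barr virus infection with 80 of 101 (1.11e-19, and 0.0172, 21 genes). Herpes simplex infection rose with 70 of 83 (2.21e-24, and 0.0172, 21 genes).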

Weaning can trigger inflammatory processes and rats that have undergone maternal separation presented over-expression of inflammation-related genes in the microglia within the dorsal striatum and nucleus accumbens, and sustained hippocampal inflammation (Banqueri *et al.* 2019). Also, the pro-inflammatory cytokine TNF-α was over-expressed in the hippocampi of piglets exposed to MIA via PRRSV (Antonson *et al.* 2018). These reports illustrate responses to a single stressor, whereas a growing number of studies report that a first stressor may confer resilience to future insults (Ashby *et al.* 2010; Yee *et al.* 2011a; Goh *et al.* 2020). Consistent with our findings a study of mice exposed to MIA triggered by polyinosinic:polycytidylic acid (Poly(I:C)) or social isolation reported higher cytokine expression in either condition whereas cytokine levels were lower in the brains of mice that experienced a double-hit, MIA, and social isolation (Yee *et al.* 2011b).

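Genes of autoimmune thyroid disease and rheumatoid arthritis, chiefly histocompatibility genes and cytokines, were tested as lists of 29 and 60 genes. For autoimmune thyroid disease, 22 of 29 genes had a more positive weaning effect in MIA than in non-MIA pigs (camera adjusted p = 0.0146, and adjusted p = 0.57 with an estimated correlation). For rheumatoid arthritis it was 43 of 60 (adjusted p = 0.00501, and adjusted p = 0.521 with an estimated correlation). IL1A, an inflammatory cytokine, had -0.45 (standard error 0.22), and FAS, a death receptor in the thyroid list, 0.26 (standard error 0.166); limma's adjusted p was 1 for each. The histocompatibility gene SLA-2 had 0.81. No gene of either list passed when adjusted over the list alone (0 in limma).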

Enriched among the genes exhibiting a significant MIA-by-weaning interaction effect were several pathways associated with autoimmune diseases, such as autoimmune thyroid disease (ssc05320) and rheumatoid arthritis (ssc05323, Table 1). The detected pathways, characterized genes under-expressed in MIA weaned pigs, are consistent with reports of a link between dysregulation of autoimmune pathways and SSD-related behaviors (Eaton *et al.* 1992). In agreement with our results, autoimmune diseases associated with the thyroid have an increased prevalence among parents of patients with SSD compared to parents of control subjects (Eaton *et al.* 2006). Additionally, both LPS-induced MIA and early weaning have been shown to increase the susceptibility of mice and rats, respectively, to experimental autoimmune encephalomyelitis (Laban *et al.* 1995; Zager *et al.* 2015). Similarly, pathways associated with cells involved in the pathogenesis of autoimmune disease, including Th1 and Th2 cell differentiation (ssc04658) and Th17 cell differentiation (ssc04659), were also enriched among the genes presenting a significant MIA-by-weaning interaction and under-expressed in MIA weaned pigs.

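Of 71 genes of Th1 and Th2 cell differentiation, 53 had a more positive weaning effect in MIA than in non-MIA pigs (camera adjusted p = 0.0136, and adjusted p = 0.521 with an estimated correlation). Of 79 genes of Th17 cell differentiation, 57 did (adjusted p = 0.00725, and adjusted p = 0.521 with an estimated correlation). LCK had an interaction of 0.95 in log2 (standard error 0.49), with 0.555 ± 0.554 CPM in weaned MIA and 0.0923 ± 0.0687 CPM in weaned non-MIA pigs (SD, n = 12 each). IL23A, a cytokine that maintains Th17 cells, had 0.49 (standard error 0.247), and the interleukin-1 receptor gene IL1R1 0.79; limma's adjusted p was 1 for each. Over all pigs, Th1 and Th2 cell differentiation rose with MIA with 53 of 71 genes higher (adjusted p = 2.06e-11, and 0.0172 with an estimated correlation), and 12 genes were higher and 1 lower over the list alone. Th17 cell differentiation rose with 61 of 79 higher (adjusted p = 4.61e-09, and 0.0411), with 9 genes higher and 1 lower, FOS.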

The cell adhesion molecules (CAMs) pathway (ssc04514) was enriched among genes exhibiting MIA-by-weaning interaction effects (Table 1). 

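Of 103 genes of cell adhesion molecules, 68 had a more positive weaning effect in MIA than in non-MIA pigs (camera adjusted p = 0.0146, and adjusted p = 0.521 with an estimated correlation). SELP, the selectin by which activated endothelium captures leukocytes, had 2.41 ± 0.754 CPM in weaned MIA and 1.15 ± 1.21 CPM in weaned non-MIA pigs (SD, n = 12 each). Its interaction was 1.33 in log2 (standard error 0.547, limma adjusted p = 1). CD34 had 0.35, and the synaptic adhesion gene NRXN3 had -0.43. A separate list of 13 endothelial genes was called for the same interaction, with all 13 higher (adjusted p = 5.38e-08, and adjusted p = 0.843 with an estimated correlation).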

The over-representation of the CAMs pathway among genes under-expressed in MIA weaned pigs is also supported by the enrichment of this pathway in genes under-expressed in the cortex of ASD patients, with similar results found in the brains of rats subject to LPS-induced MIA (Lombardo *et al.* 2018). Our characterization of the double hit impact offered evidence that MIA can disrupt the immune response to weaning stress.

### Effects of weaning and MIA on gene interactions and regulation

The reconstruction of gene networks in consideration of the differential expression patterns between nursed and weaned pigs and contrast between MIA and non-MIA groups advanced the recognition of the interplay between expression profiles in response to gestation and postnatal stressors. The comparison of networks underscored the diminished effect of weaning stress on the expression of neuropeptide hormone-related genes, including VIPR2, POMC, and LHB, among MIA relative to non-MIA pigs. 

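The weaning effect in MIA pigs minus that in non-MIA pigs was 0.28 in log2 for VIPR2 (standard error 0.486) and 0.89 for LHB (standard error 0.786), with a limma adjusted p = 1 for each. When the 3 libraries that stand apart are left out, it was 0.24 and 0.27. LHB had 764.2 CPM in nursed non-MIA male 12, 15.4 CPM in the next library and a median of 7.57 CPM. In 22 of the 23 anterior pituitary genes, to which POMC and LHB belong, weaned minus nursed was more positive in MIA than in non-MIA pigs (camera adjusted p = 0.00143, and adjusted p = 0.843 with an estimated correlation). This compares signed effects and does not make the weaning effect stronger in MIA pigs. Without the libraries that stand apart, the adjusted p was 0.933.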

The long-lasting impact of stressors during gestation on the POMC regulation and permanent effects on the hypothalamic–pituitary–adrenal axis function have been noted (Amath *et al.* 2012). Also, the expression level of LHB was altered in the peripheral blood of subjects with ASD (Kuwano *et al.* 2011), and polymorphisms and copy number variants in VIPR2 have been associated with ASD and SSD (Firouzabadi *et al.* 2017).

The weakened effect of weaning on the expression of multiple genes that have signaling roles suggests an antagonistic relationship between immune activation during gestation and weaning stress. This result aligns with the double-hit hypothesis (Maynard *et al.* 2001; Imanaka *et al.* 2006; Walker *et al.* 2009; Giovanoli *et al.* 2013) that gestational immune challenge can elicit long-term molecular disruptions that alter the offspring’s response to another stressor later in life.

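ZBTB4, a repressor that binds methylated DNA (gene 100739718, chromosome 12 of Sscrofa11.1 from 52759912 to 52775725), had 78.7 ± 15.6 CPM in MIA (SD, n = 23) and 75.5 ± 19.5 CPM in non-MIA pigs (SD, n = 25), a log2(fold change) of 0.07 (standard error 0.124, limma adjusted p = 0.997). The MIA effect was 0.06 on TCF7L2 (standard error 0.223) and 0.09 on ZIC1 (standard error 0.313), each with adjusted p = 0.997. FOXB1 had the same adjusted p. None of these genes passed the test for MIA.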

The expression patterns in Figure 1 suggest that some targets of the transcription factor ZBTB4 are less affected by MIA (*e.g.*, SIX1), whereas targets that have a more moderate differential expression in response weaning are affected by MIA (*e.g.*, TCF7L2, ZIC1, FOXB1). 

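OTX2 had 1.91 ± 7.65 CPM in MIA (SD, n = 23) and 2.06 ± 7.54 CPM in non-MIA pigs (SD, n = 25), a log2(fold change) of -0.28 (standard error 0.495, limma adjusted p = 0.997). Without the 3 libraries that stand apart it had 0.313 CPM in MIA and 0.469 CPM in non-MIA pigs, a log2(fold change) of -0.17.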

The exception was OTX2 that was over-expressed in MIA pigs relative to non-MIA pigs. The epigenetic action of ZBTB4 has been associated with the MIA-related condition of ASD (Smith *et al.* 2010).

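SUZ12 was set against FOXB1, OTX2 and ZIC1 across the 48 pigs, in log2 values, as 3 of 6 relations tested. Pearson's r was 0.09 for FOXB1 (permutation p = 0.566, adjusted p = 0.566), 0.30 for OTX2 (p = 0.0357, adjusted p = 0.107) and 0.21 for ZIC1 (p = 0.155, adjusted p = 0.31). Spearman's rho was 0.04 for FOXB1 (adjusted p = 0.763), 0.19 for OTX2 (p = 0.207, adjusted p = 0.415) and 0.09 for ZIC1 (p = 0.521, adjusted p = 0.763). Without the 2 pigs farthest from the median of SUZ12, r was 0.10, 0.33 and 0.17. Without the 3 libraries that stand apart, r was -0.10 for FOXB1, 0.17 for OTX2 and 0.05 for ZIC1. Within nursed non-MIA, nursed MIA, weaned non-MIA and weaned MIA pigs (n = 13, 11, 12 and 12), r was 0.29, 0.53, -0.54 and -0.07 for FOXB1. It was 0.56, 0.47, -0.15 and 0.26 for OTX2, and 0.25, 0.37, 0.09 and 0.27 for ZIC1. In nursed MIA pigs the rho of SUZ12 and FOXB1 was 0.76 (permutation p = 0.00848, adjusted p = 0.0509). No relation of SUZ12 passed after adjustment over the 6.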

The profiles of the transcription factors RAD21 and SUZ12 were associated with multiple genes exhibiting MIA-by-weaning effect and were over-expressed in MIA relative to non-MIA pigs, albeit at lower statistical significance than the target genes. RAD21 was negatively associated with the expression of neuropeptide gene GH1 and positively associated with the expression of POMC and NTS. 

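Across the 48 pigs, RAD21 and GH1 had a Spearman's rho of 0.48 (permutation p = 0.0007, adjusted p = 0.0042 over 6 relations) and a Pearson's r of 0.35 (p = 0.0204, adjusted p = 0.107). RAD21 and POMC had r = -0.12 (p = 0.352, adjusted p = 0.423) and rho = -0.06 (p = 0.671, adjusted p = 0.763). RAD21 and NTS had r = -0.18 (p = 0.222, adjusted p = 0.333) and rho = -0.32 (p = 0.0305, adjusted p = 0.0915). Without the 2 pigs farthest from the median of RAD21, r was 0.33 for GH1, -0.05 for POMC and -0.13 for NTS. Within nursed non-MIA, nursed MIA, weaned non-MIA and weaned MIA pigs (n = 13, 11, 12 and 12), r was 0.31, 0.48, 0.73 and 0.36 for GH1, with rho of 0.32, 0.65, 0.77 and 0.29. Of these, weaned non-MIA pigs passed after adjustment (adjusted p = 0.0359 for r and 0.028 for rho, permutation tests). Within the same groups r was 0.08, -0.20, -0.61 and -0.21 for POMC, and -0.21, 0.07, -0.26 and -0.42 for NTS. In weaned non-MIA pigs the rho of RAD21 and POMC was -0.01 (permutation test, adjusted p = 0.974). Without the 3 libraries that stand apart (n = 45), r was 0.47 for GH1 and -0.44 for POMC, with adjusted p = 0.0069 each. By rank POMC did not pass in these pigs, with rho = -0.16 (permutation test, adjusted p = 0.607). For NTS r was -0.43 (adjusted p = 0.0069), with rho = -0.45 (adjusted p = 0.00588). Without the 8 libraries far on the first principal component (n = 40), r was 0.20 for GH1, 0.11 for POMC and -0.01 for NTS. In these 40 pigs the rho of RAD21 and GH1 was 0.29 (adjusted p = 0.222), so its call ended. For POMC rho was 0.34 (permutation p = 0.0314, adjusted p = 0.189), and for NTS -0.20 (adjusted p = 0.439).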

A key role of RAD21 in brain development has been proposed (Benitez-Burraco and Uriagereka 2016), and RAD21 has been associated with ASD (Persico *et al.* 2020). SUZ12 is considered a risk gene for ASD (Crawley *et al.* 2016) and could target FOXB1, OTX2, and ZIC1. The effect of SUZ12 is evident in the different impact of weaning across MIA groups on the target genes.

### Sex-dependent effects of weaning and MIA on amygdala pathways

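For the weaning-by-sex interaction, 4 of 20 lists were called by camera, each with a lower weaning effect in males than in females. Random divisions of the pigs gave a median of 8 lists for it at the preset correlation. Ribosomal protein genes had 2 of 84 genes with a higher weaning effect in males (adjusted p = 3.14e-05, and adjusted p = 0.896 with an estimated correlation). The ribosome level was 0.0687 in weaned non-MIA females, 0.149 in weaned MIA females, -0.0453 in weaned non-MIA males and -0.0382 in weaned MIA males. In nursed pigs it was -0.063 in non-MIA females, 0.0668 in MIA females, 0.0595 in non-MIA males and -0.176 in MIA males. Weaned minus nursed was 0.107 in females (permutation test, p = 0.384) and 0.0163 in males (p = 0.869). RSL24D1, a factor of ribosome assembly in the list, had an interaction of -0.24 in log2. Fry called 0 of the 20 lists, camera with an estimated correlation called 0, and fgsea called 13. At the preset correlation, leaving out 1 library moved the count to between 0 (without nursed MIA female 16, for example) and 15 (without nursed MIA male 19).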

Notably, the most enriched pathways among the genes that presented weaning-by-sex interaction effects were characterized by gene under-expression in weaned males and nursed female relative to weaned female and nursed male groups (Table 1). This pattern suggests that weaning stress depresses gene expression in males while heightening the level in females. 

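The level of the oxidative phosphorylation genes differed between weaned and nursed pigs by -0.123 in males and -0.0707 in females, on the log2 scale, and neither difference passed the test (permutation tests, p = 0.238 and 0.522). The group means were 0.0316 in weaned non-MIA females, 0.0275 in weaned MIA females, -0.0839 in weaned non-MIA males and -0.161 in weaned MIA males. In nursed pigs they were 0.052 in non-MIA females, 0.148 in MIA females, 0.166 in non-MIA males and -0.165 in MIA males.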

Pathways involved in neurodegenerative diseases, including AD and Parkinson’s disease, were enriched among genes with a profile of over-expression in weaned females (Table 1**)**.

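Of 148 genes of the Alzheimer disease list, 31 had a higher weaning effect in males than in females (camera adjusted p = 0.00273), and of 118 genes of the Parkinson disease list 14 did (adjusted p = 0.000314). The adjusted p = 0.896 with an estimated correlation for both. Both lists include genes of the respiratory chain. ATP5H, a subunit of ATP synthase, had 113.4 ± 25 CPM in weaned females and 86.9 ± 33.8 CPM in weaned males (SD, n = 12 each), and 108.7 ± 42.8 and 106.5 ± 37.6 CPM in nursed females and males. Its interaction was -0.42 in log2 (limma adjusted p = 1). SLC18A2, the vesicular monoamine transporter in the Parkinson disease list, had -0.54 (standard error 0.297, adjusted p = 1), with 0.553 ± 0.328 CPM in weaned females and 0.44 ± 0.136 CPM in weaned males (SD, n = 12 each).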

The stress triggered by maternal separation has been associated with long-term modifications in midbrain dopaminergic neurons, primarily in females (Chocyk *et al.* 2011). This pattern is consistent with the over-expression of genes such as OTX2 that modulates midbrain GABA, dopamine, and serotonin-releasing neurons in weaned females. 

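OTX2 had 0.486 ± 0.49 CPM in weaned females and 0.469 ± 0.538 CPM in weaned males (SD, n = 12 each). In nursed females it had 3.37 ± 10.6 CPM, and 0.319 CPM without female 17. In nursed males it had 3.62 ± 10.9 CPM, and 0.273 CPM without males 12 and 13. The log2(fold change) of nursed relative to weaned was 0.24 in females (standard error 0.701) and 0.52 in males (standard error 0.697), with a limma adjusted p = 1 for each, or -0.38 and -0.37 without the 3 libraries that stand apart.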

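Of 74 genes of oxidative phosphorylation, 6 had a higher weaning effect in males than in females (camera adjusted p = 0.000586, and adjusted p = 0.896 with an estimated correlation). NDUFA12, a subunit of respiratory complex I, had 71.4 ± 6.73 CPM in weaned females and 63.7 ± 7.61 CPM in weaned males (SD, n = 12 each), and 68.7 ± 8.18 and 68.5 ± 8.16 CPM in nursed females and males. Its interaction was -0.16 in log2 (limma adjusted p = 1). ATP5MC1, which encodes the ring subunit of ATP synthase, had a log2(fold change) of -0.35 between weaned and nursed pigs.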

The enrichment of the oxidative phosphorylation pathway (ssc00190, Table 1) is consistent with findings that short-term treatment of neurons with corticosterone, a mediator of the stress response, increases mitochondrial oxidation potential within neurons, exerting a neuroprotective effect against stress (Du *et al.* 2009).

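The list of neuroactive ligand-receptor interaction, 220 genes of receptors and their ligands, was not called for weaning by sex in camera. Of its genes, 94 had a higher weaning effect in males than in females (adjusted p = 0.496, and adjusted p = 0.896 with an estimated correlation), while fgsea called it (normalized enrichment score -1.54, adjusted p = 0.00392). The dopamine receptor gene DRD4 (0.61, standard error 0.294) and the neuromedin receptor gene NMUR2 (1.14, standard error 0.555) had a higher effect in males, with a limma adjusted p = 1. Between weaned and nursed pigs of both sexes, DRD2 had a log2(fold change) of -1.06 (standard error 0.318, adjusted p = 0.304) and the glycine receptor gene GLRA1 0.56. The list was not called for the weaning-by-MIA interaction either (adjusted p = 0.599).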

The enrichment of the neuroactive ligand–receptor interaction pathway (ssc04080) among the genes under-expressed in weaned males and nursed females (Table 1**)** is consistent with a similar enrichment among genes dysregulated in the amygdalae of mice exposed to psychological and physical stress (Sun *et al.* 2019). The neuroactive ligand–receptor interaction pathway was enriched among genes over-expressed in the amygdalae of mice that are resilient to chronic unpredictable mild stress (Shen *et al.* 2019). The retrograde endocannabinoid signaling pathway (ssc04723, Supplementary Table S1) was also enriched among genes exhibiting a profile of under-expression in weaned males and nursed females. 

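Of 77 genes of retrograde endocannabinoid signaling, 21 had a higher weaning effect in males than in females (camera adjusted p = 0.104, and adjusted p = 0.851 with an estimated correlation), and the list was not called. The cannabinoid receptor gene CNR1 had a log2(fold change) of 0.49 between weaned and nursed pigs (standard error 0.209, limma adjusted p = 0.797). The list was called by camera for 2 other interactions. For weaning by MIA, 24 of 77 genes were higher (adjusted p = 0.033, and adjusted p = 0.843 with an estimated correlation), with GABRB2 at -0.53, CACNA1D at -0.37 and GRM5 at -0.29. For MIA by sex, 51 of 77 were higher (adjusted p = 0.0088, and adjusted p = 0.57 with an estimated correlation).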

Increased endocannabinoid signaling is associated with a dampened stress response (Hillard 2014). The neuroactive ligand–receptor and the retrogragde endocannabinoid signaling pathways support the hypothesis that females could curb the effects of MIA on behavioral or neurological mechanisms regulated by the amygdala.

### Effects of weaning stress, MIA, and sex on genes profiles

Multiple genes presenting significant differential expression in the amygdala of pigs across weaning, MIA, and sex groups (Table 2 and Figure 1, Supplementary Table S2) have been associated with stress effects. 

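OTX2, CHRNA2 and ACP7 were highest in the libraries with thalamus genes. CHRNA2, the alpha 2 subunit of the nicotinic receptor (gene 100511537, chromosome 14 of Sscrofa11.1 from 11193732 to 11204334), had 33.4 CPM in nursed MIA female 17, 22.1 CPM in nursed non-MIA male 13 and 1.75 CPM in the next library. ACP7, an acid phosphatase (gene 100621910, chromosome 6 from 47839504 to 47860629), had 13.2 CPM in female 17 and 6.4 CPM in male 13. The weaning effect in MIA pigs minus that in non-MIA pigs was -0.33 in log2 for CHRNA2 (standard error 0.66) and -0.41 for ACP7 (standard error 0.785), with a limma adjusted p = 1 for each. It was -0.46 for CHRNA2 and -0.31 for ACP7 without the 3 libraries that stand apart. The immunoglobulin gene VHZ is not analysed here.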

Genes associated with neural pathways and neurological disorders and immune-related functions presented significant weaning-by-MIA interaction effect, including OTX2, cholinergic receptor nicotinic alpha 2 subunit (CHRNA2), acid phosphatase 7, immunoglobulin heavy variable 3-23 (VHZ), and a gene annotated to the ribosome pathway PIGY upstream reading frame (PYURF) (Tables 1 through 3 with Tables 1 and 2). 

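Between nursed and weaned pigs, the log2(fold change) of CHRNA2 was 0.23 in non-MIA (standard error 0.456, limma adjusted p = 0.984) and 0.56 in MIA pigs (standard error 0.476, adjusted p = 1). Both fell short of the test too without the 3 libraries that stand apart (-0.37 and 0.09). For ACP7 it was 0.01 in non-MIA and 0.42 in MIA pigs, or -0.41 and -0.10 without them. CHRNA2 had 3.72 ± 9.85 CPM in nursed MIA (SD, n = 11) and 0.738 ± 0.283 CPM in weaned MIA pigs (SD, n = 12), and 0.751 CPM in nursed MIA pigs without female 17. In non-MIA pigs it had 2.29 ± 5.97 CPM in nursed (SD, n = 13) and 0.671 ± 0.209 CPM in weaned pigs (SD, n = 12), and 0.541 CPM in nursed pigs without males 12 and 13.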

For these genes, the double hit mode of action was characterized by reversal of the weaned effect between the non-MIA and MIA groups with the exception of MAGED4, which had a weakened weaning effect in MIA relative to non-MIA pigs.

The expression patterns of OTX2 in response to weaning and MIA effects is in agreement with reports of under-expression in the amygdala of rats exposed to neonatal stress and displaying anxiety as adults (Sarro *et al.* 2014). OTX2 modulates midbrain GABA, dopamine, and serotonin-releasing neurons and binding of OTX2 to perineuronal nets (biomarkers for SSD) grants neuroplasticity (Sarro *et al.* 2014). Postnatal stress was also associated with the under-expression of OTX2 in the ventral tegmental area in mice (Pena *et al.* 2017). MAGED4 has been linked to ASD (Kanduc and Polito 2018), and CHRNA2 was differentially methylated in a study of the effects of maternal psychosocial stress (Schroeder *et al.* 2012).

The significant weaning and MIA effects detected for PYURF are consistent with reports that this gene was under-expressed in the amygdala of low-novelty responder rats modeling anxiety-like behaviors relative to high novelty responders (Cohen 2017). Similarly, PYURF was under-expressed in weaned relative to nursed MIA pigs, while the expression was not affected in non-MIA pigs. 

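PYURF had a log2(fold change) of -1.11 between weaned and nursed pigs (standard error 0.818, limma adjusted p = 0.958) and of 1.08 between MIA and non-MIA pigs (standard error 0.819, adjusted p = 0.997). Neither passed the test. Leaving out the 3 libraries that stand apart, of which 2 had PYURF above 1 CPM, gave -0.50 and 1.125. Summed with PIGY, whose transcript is identical, the differences were 0.0182 (95% interval -0.128 to 0.165) for weaning and 0.0286 (-0.118 to 0.175) for MIA.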

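PYURF was above 1 CPM in 7 of 48 pigs, at 28.8 to 39.7 CPM, and its median was 0. PYURF (gene 101154685) and PIGY (gene 100518264) lie at the same place, chromosome 8 of Sscrofa11.1 from 130527571 to 130529983, and the transcripts annotated for them are identical in sequence. PIGY had 28.8 to 99.7 CPM with a median of 64.3 CPM, and the sum of both genes 49.3 to 99.7 CPM with a median of 66.9 CPM. The SD of the log2 values was 2.97 for PYURF, 0.342 for PIGY and 0.253 for the sum. The pigs above 1 CPM were nursed non-MIA male 13, nursed MIA females 17 and 18, nursed MIA males 23 and 24, weaned non-MIA female 30 and weaned MIA female 42. For PYURF, nursed relative to weaned was 2.35 in log2 in MIA (standard error 1.18, limma adjusted p = 1) and -0.13 in non-MIA pigs (standard error 1.13, adjusted p = 0.996). Leaving out the 3 libraries that stand apart gave 1.79 and -0.78. The weaning effect in MIA pigs minus that in non-MIA pigs was -2.48 for PYURF (95% interval -5.77 to 0.822; -2.57 without the 3 libraries) and -0.0564 for the sum of both genes (-0.35 to 0.237).

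**Figure D4:**
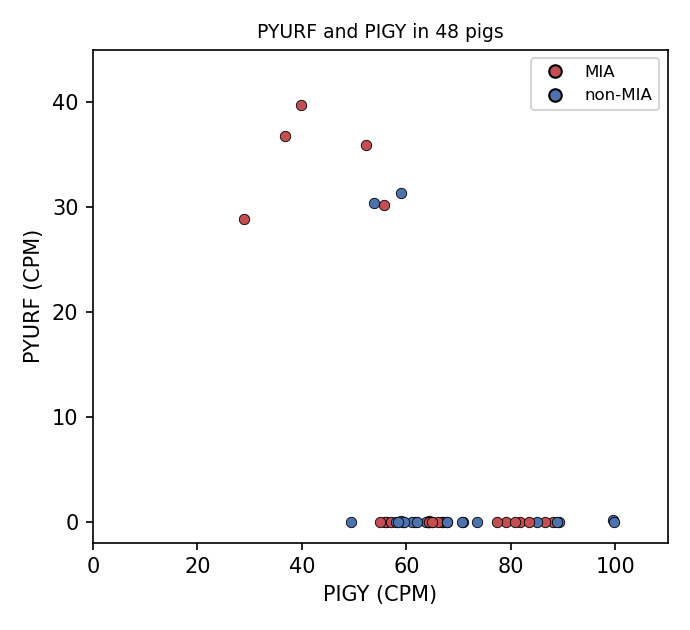
CPM of PYURF on the y axis against CPM of PIGY on the x axis. Each point is one of the 48 pigs, red for MIA and blue for non-MIA. The 7 pigs above 1 CPM of PYURF have 28.8 to 58.9 CPM of PIGY.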

Weaned MIA pigs showed a PYURF profile akin to anxiety-responsive rats.

Several genes presented significant simultaneous interactions of sex with weaning and sex with MIA (Table 2), including genes annotated to immune and neurological functions such as CGA, GH1, SIX1. 

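CGA and GH1 had no interaction of sex past the test in limma. The weaning effect in males minus that in females was -1.23 in log2 for CGA (standard error 1.14) and -1.27 for GH1 (standard error 1.55), with adjusted p = 1 for each. These were -0.40 and -0.21 without the 3 libraries that stand apart. The MIA effect in males minus that in females was -0.29 for CGA and -0.87 for GH1, with adjusted p from 0.992 to 0.995, or -0.24 and 0.25 without them.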

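GH1 had 0.63 ± 1.17 CPM in nursed MIA (SD, n = 11) and 1.59 ± 4.2 CPM in weaned MIA pigs (SD, n = 12), where weaned MIA male 44 had 14.8 CPM. In non-MIA pigs it had 372.1 ± 1340 CPM in nursed (SD, n = 13) and 0.733 ± 1.15 CPM in weaned pigs (SD, n = 12), and 0.966 CPM in nursed pigs without males 12 and 13. The log2(fold change) of nursed relative to weaned was -0.61 in MIA (standard error 1.12, limma adjusted p = 1) and 0.96 in non-MIA pigs (standard error 1.07, adjusted p = 0.961), or -0.65 and -0.09 without the 3 libraries that stand apart. CGA had 2.54 ± 2.09 CPM in nursed MIA and 2.32 ± 1.93 CPM in weaned MIA pigs. In non-MIA pigs it had a mean of 180 CPM in nursed (0 to 2310) and 3.27 ± 1.93 CPM in weaned pigs, and 2.74 CPM in nursed pigs without males 12 and 13. Its log2(fold change) of nursed relative to weaned was -0.02 in MIA (standard error 0.822) and 0.35 in non-MIA pigs (standard error 0.788), or 0.37 and -0.08 without those libraries.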

GH1 and CGA were under-expressed in weaned relative to nursed MIA pigs and reversed and greater differences were detected among non-MIA pigs. Consistent with this finding, CGA and GH1 were under-expressed in the prefrontal cortex and cerebellum of rats that exhibited disrupted depressive-like behavior (Yamamoto *et al.* 2015).

The expression profile of SIX1 suggests that MIA reduced the effect of weaning, while this gene is substantially over-expressed in non-MIA weaned relative to nursed pigs. The transcription factor SIX1 was annotated to a cluster of over-expressed genes in high-anxiety mice exposed to LPS immune challenge (Li *et al.* 2014).

Many genes that presented significant MIA effects, alone or interacting with sex (Table 2) such as NTS, CALB1, Purkinje cell protein 4 (PCP4), and LHX9 also have neurological functions. These genes shared the pattern of under-expression in MIA relative to non-MIA pigs with some genes presenting significant interactions between MIA and sex. 

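NTS, CALB1, PCP4 and LHX9 were not called between MIA and non-MIA pigs in limma, with log2(fold changes) of -0.43 (standard error 0.407), -0.04 (standard error 0.336), -0.16 (standard error 0.38) and -0.09 (standard error 0.431) and adjusted p = 0.997 for each. Each was highest in nursed non-MIA male 13 or nursed MIA female 17, the libraries with thalamus genes. CALB1, a calcium-binding protein (gene 100153645, chromosome 4 of Sscrofa11.1 from 46701276 to 46723548), had 16.8 and 9.25 CPM in its 2 highest libraries and 1.64 CPM in the next. PCP4, a calmodulin regulator (gene 110256491, chromosome 13 from 203412479 to 203479216), had 1166 and 637.8 CPM, and then 91.8 CPM. In males, the log2(fold change) of non-MIA relative to MIA was 0.77 for CALB1, 0.90 for PCP4 and 0.71 for LHX9 (adjusted p = 0.946 each), or 0.25, 0.54 and 0.30 without the 3 libraries that stand apart. In females it was -0.70, -0.58 and -0.54 (adjusted p = 1 each), or -0.28, -0.13 and -0.10 without them.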

NTS presented opposite profiles across sexes characterized by lower NTS levels in MIA relative to non-MIA males. This profile is consistent with the lower level of NTS in the amygdala of male rats that showed lower conditioned place preference consistent with MIA-associated behaviors (Laszlo *et al.* 2010). 

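NTS, the precursor of neurotensin (gene 100739079, chromosome 5 of Sscrofa11.1 from 96261299 to 96272947), had 1.28 ± 1.1 CPM in MIA males and 7.01 ± 12.6 CPM in non-MIA males (SD, n = 12 each), and 3.73 CPM in non-MIA males without 12 and 13. In females it had 8.84 ± 16.9 CPM with MIA (SD, n = 11) and 2.61 ± 2.74 CPM without (SD, n = 13), and 3.82 CPM in MIA females without 17. The log2(fold change) of non-MIA relative to MIA was 1.67 in males (standard error 0.573, limma adjusted p = 0.946) and -0.82 in females (standard error 0.577, adjusted p = 1), or 1.55 and -0.35 without the 3 libraries that stand apart. The MIA effect in males minus that in females was -2.50 (standard error 0.814, adjusted p = 0.992), and -1.90 without them. The highest libraries were nursed MIA female 17 (59.1 CPM) and nursed non-MIA male 13 (46 CPM), followed by 11.1 CPM.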

CALB1 has been associated with regulation of synaptic plasticity and ASD (Carter 2019). PCP4-null mice presented disruptions in cerebellar synaptic plasticity and impaired locomotor learning (Wei *et al.* 2011). 

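For LHX9, a LIM homeobox gene (gene 397597, chromosome 10 of Sscrofa11.1 from 20742323 to 20764006), the MIA effect in males minus that in females was -1.26 in log2 (standard error 0.862, limma adjusted p = 0.992), and -0.40 without the 3 libraries that stand apart. LHX9 had 3.83 ± 10 CPM in non-MIA males (SD, n = 12) and 0.689 ± 0.524 CPM in MIA males (SD, n = 12), and 0.979 CPM in non-MIA males without 12 and 13. In females it had 1.8 ± 3.37 CPM with MIA (SD, n = 11) and 0.74 ± 0.842 CPM without (SD, n = 13). Nursed non-MIA male 13 had 35.6 CPM and nursed MIA female 17 had 11.7 CPM, followed by 2.76 CPM.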

LHX9 presented a highly significant MIA-by-sex interaction effect that could be linked to the role of LHX9 in the sexual dimorphism such that LHX9^−/−^ mice do not produce gonads, and males display females phenotypes (Birk *et al.* 2000). Our results highlight the insights gained from studying the effect at the molecular level of postnatal stress conditional on prenatal stress and sex.

## Conclusions

The study of the expression pattern of more than 17,000 genes in the amygdalae of 22-day-old pigs uncovered evidence of disrupted immune pathways suggesting that pigs exposed to MIA are primed to be more sensitive to weaning. Also dysregulated were genes annotated to pathways with known connections to neurological disorders, including SSD and AD. The visualization of expression profiles in gene networks and study of the potential role of transcription factors such as SIX1 and ZBTB4 as possible mediators of stress within the amygdala. Additionally, the functional enrichment of pathways associated with the sex-dependent response to weaning offered a potential means by which females may be more tolerant to the adverse effects of weaning stress.

The enriched pathways and transcription factors offer possible targets for therapies that may reduce the cumulative effects of both stressors. Furthermore, identifying potentially protective pathways in females exposed to weaning stress may help develop strategies to mitigate the more adverse effects of weaning on the amygdala molecular pathways of males.

## Funding

This study is supported by USDA NIFA AFRI (grant no. 2018-67015-27413) and NIH NIDA (award no. P30 DA018310).

## Conflicts of interest

None declared.

How the deposited data were processed for this re-analysis (not part of the article)

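The deposited table holds 26673 genes by 48 libraries, and the values are CPM that the authors computed from kallisto counts; each library sums to 1e+06, although the table is named as counts. The number of assigned reads of a library was taken as 1e+06 divided by its commonest value above 0. It ran from 34.5 to 61.9 in units of 1e+06, with a median of 45.6. The design set before the data were examined planned a negative binomial fit of counts. As the values are not counts, that fit was replaced by limma-trend on log2 values. Of the 26673 symbols, 26645 were found in the Sscrofa11.1 annotation, which is also the build that the paper names, and 9777 of all symbols are LOC identifiers.

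Genes with a mean over 5 implied reads in at least 1 of the 8 groups were kept (20793 genes). CPM were divided by TMM factors (trims of 30 and 5 percent, written out in a script), 0.1 was added and log2 was taken. The limma model had a mean, weaning, MIA, sex and their 3 pairwise interactions, coded so that each main effect is averaged over the other factors. Moderated p-values with a trend were adjusted by Benjamini-Hochberg over the genes tested, and 0.05 was the threshold. The 12 pairwise contrasts came from the same limma model, averaged over the factor left out. The tools were R 4.3.3, limma 3.58.1, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

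Gene lists were tested with camera of limma at a preset correlation of 0.01, with camera at a correlation estimated from each list, with fry of limma and with fgsea on the log2 fold changes (lists of 5 to 2000 genes). P-values were adjusted within an effect, separately for the 20 lists of Table 1 and the 26 other lists that could be tested. The 48 lists were written from memory before the data were examined and are not KEGG's own. For Table 1 they were antigen processing and presentation, type I diabetes mellitus, autoimmune thyroid disease, graft-versus-host disease, systemic lupus erythematosus, influenza A, Epstein-Barr virus infection, herpes simplex infection, Th1 and Th2 cell differentiation, Th17 cell differentiation, cytosolic DNA-sensing pathway, phagosome, rheumatoid arthritis, cell adhesion molecules, ribosome, oxidative phosphorylation, Parkinson disease, Alzheimer disease, non-alcoholic fatty liver disease and neuroactive ligand-receptor interaction. The others were retrograde endocannabinoid signaling; anterior pituitary, hypothalamus, thalamus and epithalamus, choroid plexus, striatum, cerebral cortex and hippocampus, and skeletal muscle; red blood cells, B and plasma cells, T and NK cells, neutrophils and monocytes, microglia, astrocytes, oligodendrocytes, oligodendrocyte precursors, endothelium, mural and meningeal cells, pan-neuronal genes, GABAergic neurons and glutamatergic neurons; glucocorticoid-responsive genes, immediate early genes, stress hormone axis, interferon-stimulated genes, and inflammatory cytokines and chemokines; Y-linked genes (1 tested) and mitochondrially encoded genes (0 tested), which were too short for a test.

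The level of a list in a pig is the mean of its genes' log2 values after centring each gene. Levels were compared by permuting the factor within the other factors, 1e+05 times, two-sided, and adjusted over the 26 other lists or the 20 lists of Table 1. Correlations used log2 values, Pearson's r and Spearman's rho with 1e+05 permutations, adjusted over 6 relations. A library stands apart where the level of a list of another tissue is over 2 log2 units and over 5 scaled median absolute deviations above the median of all libraries. A library is far on the first principal component where it lies over 3 scaled median absolute deviations from the median.

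The named genes follow a rule written before the data were examined: each gene the paper names (the values in its tables had been seen), the 12 genes with the smallest p in each direction at an adjusted p under 0.05 for each effect, leaving out LOC identifiers, and for each list up to 4 members with the smallest p. Alternatives set beforehand were no filter, a filter in every group, a filter at 5 CPM, median-of-ratios factors, limma-voom on CPM times the implied depth, treatment coding, a fit with the interaction of all 3 factors, leaving out the libraries that stand apart, an estimated correlation, fry, fgsea, and leaving out each library in turn. Alternatives chosen after seeing the data were pseudocounts of 0.05, 0.5 and 1, robust moderation, array quality weights, leaving out the 8 libraries far on the first principal component or giving them a term, leaving out the libraries that stand apart on any list, and ratios of mean CPM.

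The limma fit was tested on simulated data with known changes in the same groups. At a change of 0.5, 1 and 2 log2 units, 64.2%, 97% and 95.5% of genes were called for MIA, 67.2%, 91% and 95.5% for weaning, and 5.97%, 56.7% and 89.4% for weaning by MIA. Genes were drawn independently, only genes with enough reads were changed, and no litters were simulated. The shares called in the pigs may therefore be lower. Of unchanged genes, 0.0589%, 0.0245% and 0.0196% were called. A list with moved genes was called in each simulation, and 0 of 19 random lists were. The random lists do not show that calls at the preset correlation are specific in the real data. The 48 pigs were also divided at random into 8 groups of the same sizes. At the preset correlation, the median of pathway lists called was 7 for MIA, sex and weaning by MIA. It was 8 for weaning, weaning by sex and MIA by sex. With an estimated correlation, it was 0 for MIA. No pair of libraries within a group was a copy of another: the lowest chi-square per gene over 121 pairs was 4.56. Symbols of the paper that the table lacks (EIF2S3Y, DDX3Y, VHZ, IGHG, ZFY and MAGED4) were not analysed here. Raw reads were not used here. The results of some single genes are not reported here.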

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

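The tests of explanations below were all chosen after the results were seen. In the first pattern, pituitary genes were high in nursed non-MIA male 12 and thalamus genes in nursed non-MIA male 13 and nursed MIA female 17, as a share of a neighbouring tissue in the dissected sample would give. Of 16 anterior pituitary genes outside Table 2 and the paper's text, 14 were highest in male 12 (0.333 by chance), so RNA of the anterior pituitary may account for that library. Of 14 thalamus and epithalamus genes outside Table 2 and the text, 7 had male 13 and female 17 as their highest 2 libraries (0.0124 by chance) and 7 did not, so for these libraries the tables do not decide whether such RNA is the source. A response of the groups is excluded: the other nursed non-MIA males (n = 5) had a pituitary list level of -0.0106 relative to the other groups (standard error 0.167), and the other nursed MIA females (n = 4) a thalamus list level of 0.0204 (standard error 0.128). It stays open whether the tissue block or the tube was mixed.

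In the next pattern, PYURF was above 1 CPM in 7 libraries. Its transcript is identical to that of PIGY, and the sum of both genes had an SD of 0.253 on the log2 scale, below that of either gene, so the division of shared reads between both genes may account for it. A weaning-by-MIA response of the locus is excluded beyond a small size, since the interaction of the sum was -0.0564 (95% interval -0.35 to 0.237). It stays open why the reads fell to PYURF in these 7 libraries.

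In the last pattern, interferon-stimulated, T cell and antigen presentation genes were higher in MIA pigs. The MIA effect on the T and NK cell level exceeded that on the red blood cell level by 0.636 (95% interval 0.141 to 1.13, pigs counted as independent). This argues against a larger amount of blood of the same make-up in the tissue of MIA pigs. It cannot exclude blood that held more T cells or interferon-stimulated transcripts, which need not raise red blood cell genes. The 8 libraries far on the first principal component are excluded as the cause, since 13 lists were called for MIA with an estimated correlation without them. Of 23 MIA pigs, 1 was below the median of non-MIA pigs for T and NK cells and 4 were for interferon-stimulated genes, where an effect that spared part of the litters might leave more of them low. Such an effect cannot be told apart for either list, since litters are not labelled and pigs of 1 litter can share a level: with 3 of the 6 litters spared, chance alone puts all 3 above the median with a probability of 0.125. The design cannot separate MIA itself from a virus infection that persisted in the pigs, which may raise the same genes. Nor can it separate MIA from the containment chamber, since the paper kept inoculated and control gilts in different chambers. Pen was not tested.

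The pigs were also divided at random into 8 groups of the same sizes, 99 times, and the number of divisions with a count as large, the real one included, is given out of 100. Chance can be excluded for weaning genes (1; 28 real, at most 2 otherwise), sex genes (1; 23, at most 0), genes with any main effect (1; 51, at most 2) and genes with any effect (3; 51, at most 4105). It can also be excluded for weaning genes with a term for the 8 far libraries (1, with 95 real and at most 2 otherwise). No random division gave as many MIA lists with an estimated correlation (1, with 12 real and at most 4 otherwise). The same held for MIA genes with that term (1, with 74 real and at most 1 otherwise). But the divisions move single pigs, while MIA was given to whole litters, so they cannot measure differences between litters. Chance is therefore not excluded for these MIA counts. It cannot be excluded for the pairwise contrasts as a whole (6; 22, at most 3947), nor at the preset correlation for lists with an effect of MIA (10; 17, at most 19), weaning (83; 4, at most 19), sex (73; 5, at most 20), weaning by MIA (9; 17, at most 19), weaning by sex (85; 4, at most 19) or MIA by sex (78; 5, at most 19). With 0 genes in the real grouping, every division counts as large (100 each) for MIA, for weaning by MIA (at most 1 otherwise), weaning by sex (at most 4105), MIA by sex (at most 0), any interaction (at most 4105) and the interaction of all factors (at most 1). A random division that calls 4105 genes points to a structure among the samples that has nothing to do with the groups. Which structure this is was not tested.

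Libraries far from the others of their group were found with Dixon's ratio in 65 of 288 groups, where chance gives about 1 in 20, or 14.4. For nursed non-MIA male 12 the ratios were 0.626 for CGA, 0.678 for LHB, 0.903 for POMC, 0.854 for POU1F1 and 0.864 for the anterior pituitary list. For nursed non-MIA male 13 they were 1 for PYURF, 0.884 for RGS16, 0.782 for AHNAK2, 0.858 for NEXN, 0.665 for LHX9, 0.779 for ACP7, 0.797 for ISM1, 0.808 for NTNG1, 0.943 for TCF7L2 and 0.891 for the thalamus and epithalamus list. For nursed MIA female 17 they were 0.722 for OTX2, 0.751 for RGS16, 0.859 for CHRNA2, 0.796 for AHNAK2, 0.764 for NEXN, 0.835 for ISM1, 0.789 for NTNG1, 0.917 for ZIC1, 0.805 for TCF7L2 and 0.81 for the thalamus and epithalamus list. Weaned non-MIA male 33 had 0.829 for KRT8, 0.803 for FAM83B and 0.898 for ZIC1, and weaned non-MIA female 27 had 0.698 for KRT8, 0.787 for FAM83B and 0.673 for ZIC1. Weaned MIA male 47 had 0.773 for KRT8, and nursed non-MIA female 4 had 0.636 for KRT8 and 0.79 for ZIC1. PYURF also had 1 in nursed non-MIA female 3, 0.842 in weaned non-MIA female 30, 1 in weaned non-MIA male 34 and 1 in weaned MIA female 42, and EIF1AY 1 in weaned non-MIA female 29. In female 3, male 34 and female 29 these values lie near the floor and the rest of the group is at 0, so a ratio of 1 says nothing more there, though these groups are counted in the 65. Single values were 0.689 for NTS in weaned non-MIA female 25, 0.756 for ACP7 in nursed MIA male 24, 0.655 for NTNG1 in weaned MIA female 41 and, as the lowest of its group, 0.748 for NEXN in weaned MIA male 46. The red blood cell list had 0.636 in weaned non-MIA female 30 and the T and NK cell list 0.734 in nursed MIA female 16.

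The 8 libraries far on the first principal component had 20 of the 65. Among them were high values of PCP4 (0.744 in weaned non-MIA male 31 and 0.661 in weaned MIA male 43), DLK1 (0.639 in male 43), POMC (0.643 in male 31), ISM1 (0.655 in weaned non-MIA female 26) and POU1F1 (0.685 in female 26). Low values were 0.666 for RAD21 in weaned MIA female 38, and 0.665 and 0.824 for SUZ12 in nursed non-MIA female 2 and weaned non-MIA female 26. ZBTB4 was low with 0.633 in female 2, 0.823 in nursed MIA female 15, 0.782 in female 26, 0.627 in male 31 and 0.71 in female 38. The glucocorticoid-responsive genes were low with 0.795 in female 2, 0.744 in nursed non-MIA male 8, 0.743 in nursed MIA male 19, 0.73 in female 26, 0.658 in female 38 and 0.673 in male 43.

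Lists whose effect differed between groups in camera were, for weaning by MIA, antigen processing and presentation (adjusted p = 0.000366), type I diabetes mellitus (0.0184), autoimmune thyroid disease (0.0146), graft-versus-host disease (0.0209), influenza A (0.00109), Epstein-Barr virus infection (0.00094), herpes simplex infection (0.000181), Th1 and Th2 cell differentiation (0.0136), Th17 cell differentiation (0.00725), cytosolic DNA-sensing pathway (0.0121), phagosome (0.00188), rheumatoid arthritis (0.00501), cell adhesion molecules (0.0146), ribosome (0.000181), oxidative phosphorylation (0.0263), Parkinson disease (0.0115), Alzheimer disease (0.0216) and retrograde endocannabinoid signaling (0.033). For weaning by sex they were ribosome (3.14e-05), oxidative phosphorylation (0.000586), Parkinson disease (0.000314) and Alzheimer disease (0.00273). For MIA by sex they were ribosome (2.16e-15), oxidative phosphorylation (2.9e-16), Parkinson disease (3.04e-12), Alzheimer disease (1.12e-05), non-alcoholic fatty liver disease (4.91e-08) and retrograde endocannabinoid signaling (0.0088). With an estimated correlation none of these was called, with adjusted p of 0.521 or more.

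Signals in genes outside those the paper discusses were, as log2(fold changes) of weaning in limma, ANGPTL4 1.35, MRO 0.78, SLC25A34 0.84, PDK4 0.88, GNMT 0.71, SLC14A1 1.02, IL17RB 0.50, EIF4B 0.17, PC 0.36, ARMC12 0.79, CXCL2 0.71, ETNPPL 0.45, MVK -0.47, ACAT2 -0.46, LSS -0.35, PER3 -0.29, ENTPD2 -0.50, INSIG1 -0.36, RLBP1 -0.66, HR -0.48, AACS -0.21 and DBP -0.43. For sex they were TBL1X 0.92, EIF2S3 -0.60, TXLNG -0.40, USP9X -0.29, ZFX -0.53 and SYAP1 -0.20. In list levels they were T and NK cells with MIA (0.668), interferon-stimulated genes with MIA (0.783) and glucocorticoid-responsive genes with weaning (0.273).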

How the results depend on the processing

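No paired analysis was possible because the replicate numbers 1 to 48 are unique and litters are not labelled. An edgeR likelihood ratio test, a DESeq2 Wald test and edgeR's robust quasi-likelihood fit, planned for the effects and the shares, were not run. The deposited values are not counts, and the reads implied from them were fitted with limma-voom but not with a count model. No called result changed sign, but values that were not called did. Without the libraries that stand apart, OTX2 went from -0.38 to 0.37 for weaning, CGA from 0.37 to -0.46 for weaning by MIA, and nursed relative to weaned non-MIA pigs from 0.96 to -0.09 for GH1 and from 0.23 to -0.37 for CHRNA2. Without the 8 libraries far on the first principal component, r of RAD21 and POMC went from -0.12 to 0.11. Settings set beforehand left most counts within 1.5 times the reported ones, from no filter, 5 CPM, median-of-ratios factors and limma-voom alike. A filter in every group gave 9 sex genes and 12 genes over the pairwise contrasts, since it drops the Y-linked genes that females lack. Treatment coding, which tests simple effects in 1 group of pigs, gave 0 weaning genes, 16 genes with any effect, 16 with a main effect, and shares of 31.2% higher in non-MIA pigs, 81.2% in males and 43.8% in weaned pigs. Without the libraries that stand apart, 11 lists had a weaning-by-MIA interaction. An estimated correlation and fry gave 0 and 0 lists for weaning, sex, weaning by MIA, weaning by sex and MIA by sex alike, and fgsea gave 9 for weaning, 13 for weaning by sex and 8 for MIA by sex. Of settings chosen after seeing the data, array quality weights gave 399 MIA genes, 153 weaning genes, 579 genes with any effect, 579 with a main effect and 2034 over the contrasts. Leaving out the 8 libraries far on the first principal component gave 259, 68, 350, 350 and 44, with 7 lists for weaning by sex, and a term for them 74, 95, 196, 196 and 43. On any list, 5 libraries stand apart, and without them 9 lists had a weaning effect. For RAD21 and GH1, rho was 0.32 in nursed non-MIA, 0.65 in nursed MIA and 0.29 in weaned MIA pigs, with fewer pigs in each, and 0.29 without the 8 far libraries; r was 0.73 in weaned non-MIA pigs and 0.47 without the libraries that stand apart. Without the latter, r was -0.44 for RAD21 and POMC, with rho = -0.16, and -0.43 for RAD21 and NTS, with rho = -0.45. Leaving out each library in turn, MIA genes ranged from 0 to 12 (12 without nursed MIA male 19), weaning genes from 23 to 50 (23 without weaned non-MIA male 33, 50 without weaned MIA male 43), genes with the interaction of all factors from 0 to 1, and any effect from 45 to 74. Lists ranged from 4 to 10 for weaning (10 without nursed MIA male 21), from 11 to 18 for weaning by MIA and from 0 to 15 for weaning by sex (0 without nursed MIA female 16, 15 without nursed MIA male 19). Of 29 named genes that were called, 25 lost the call with treatment coding, 9 without the libraries that stand apart on any list, 3 without those that stand apart, 2 without the far libraries and 1 with no filter; leaving out 1 library, DBP lost it in 27 of 48 cases, SYAP1 in 22 and AACS in 19. The cause was not tested for any other change. Depth limits genes below 5 reads, which were not tested.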

Differences from the paper's values

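The paper's count of genes with any effect at an FDR-adjusted p under 0.05 is 111, and here it was 51; none of the 8 alternatives set before the data were examined came within 1.5 times, and leaving out weaned MIA male 43 did (74). For any effect at an unadjusted p under 0.005 the paper's count is 254 and here it was 611; a filter at 5 CPM and treatment coding came within 1.5 times, the other 6 did not, and leaving out a library gave 521 to 767. The paper's count of genes with an interaction is 54 and here it was 0, under all 8 alternatives. The paper used edgeR, and no negative binomial fit was among these alternatives. The paper's share of genes higher in non-MIA pigs is 87% and here it was 57.7%, under neither of 2 alternatives within the paper's. The paper's share higher in males is 86% and here it was 43.6%. Treatment coding gave 81.2%, within it, but over 16 genes with no weaning gene among them, where the paper has 71 genes. Leaving out the libraries that stand apart did not come within it. The paper's median of mapped reads in females is 7.03 in units of 1E + 07, and here the depth implied by the values was 4.49, with no alternative run.

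For nursed relative to weaned non-MIA pigs, the paper's log2(fold changes) read by eye from Fig. 1 and the values here were about 8.1 and 0.96 for GH1, about 5.8 and 0.35 for CGA, about 2.4 and 0.22 for OTX2, about 2.8 and 0.60 for POMC, about 3.1 and 0.60 for LHB, and about 1.8 and 0.23 for CHRNA2. For nursed relative to weaned MIA pigs, they were in Fig. 1, read by eye, about 3.5 and 0.53 for OTX2, about 2.4 and 0.56 for CHRNA2, and about 1.5 and 0.42 for ACP7. For non-MIA relative to MIA males, they were in Fig. 1, read by eye, about 2.5 and 1.67 for NTS, about 2.0 and 0.77 for CALB1, about 2.6 and 0.90 for PCP4, and about 2.5 and 0.71 for LHX9. No alternative set before the data were examined brought any of these within the paper's value, nor did leaving out 1 library. An alternative chosen after seeing the values, the log2 ratio of mean CPM in place of the difference of mean log2 values, came within 0.5 of Fig. 1 for 15 of 16 log2(fold changes), where the reported values did for 2. It has no test and so drops no called item; its largest distance was 0.818.

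Beyond these values, 24 of the 25 genes of Table 2 that were tested, all but EIF1AY, were not called for any effect here. Of these, CD5L was called for MIA in limma under 3 settings chosen after seeing the data: array quality weights (2.00, adjusted p = 0.00164), without the 8 libraries far on the first principal component (1.82, 0.0164) and with a term for them (1.47, 0.0475). The paper's text has GH1 and CGA lower in weaned than in nursed MIA pigs and the reverse in non-MIA pigs, while Fig. 1 shows both higher in nursed non-MIA pigs. Here, nursed relative to weaned, GH1 was -0.61 in MIA and 0.96 in non-MIA pigs and CGA -0.02 and 0.35, none of them called by limma, with -0.09 for GH1 and -0.08 for CGA in non-MIA pigs without the libraries that stand apart. The paper has the weaning effect on POMC and GH1 alike in both MIA groups, and here, nursed relative to weaned, POMC was 0.60 in non-MIA and -0.03 in MIA pigs, neither of them called. The paper has OTX2 higher in weaned females, and here it had 0.486 CPM in weaned females and 0.469 CPM in weaned males. The paper has OTX2 and FOXB1 higher in MIA pigs, and here the MIA effect was -0.28 and 0.14 (adjusted p = 0.997 each). The paper ties RAD21 to lower GH1 and to higher POMC and NTS, and here r was 0.35, -0.12 and -0.18. The paper has RAD21 higher in weaned and in MIA pigs and SUZ12 higher in MIA pigs; here RAD21 had the same signs (0.15 and 0.06) and SUZ12 -0.00, none of them called (adjusted p from 0.958 to 0.998). The paper's text has the immune pathways lower in MIA pigs, while the signs of Table 1 have them higher; here 14 of 20 lists were higher in MIA pigs. The paper has the immune pathways lower in weaned MIA than in nursed MIA and weaned non-MIA pigs, and similar to nursed non-MIA pigs. Here the antigen presentation level was highest in weaned MIA pigs (0.247). The weaning-by-MIA effect was positive in 17 lists by camera, none of them called with an estimated correlation.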

Other observations

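With a term for the 8 libraries far on the first principal component, an alternative chosen after seeing the data, limma called 65 genes higher and 9 lower in MIA pigs. OAS1 (1.39), IFITM3 (1.24), GNLY of cytotoxic lymphocytes (1.48), IL15RA (0.719), GIMAP7 (0.566), TICAM2 (0.399) and LPXN (0.472) were higher (adjusted p = 0.0301 each), and TMEM69 (-0.534), BTBD18 (-1.12) and the lipopolysaccharide-binding protein LBP (-0.459) were lower. Of the 74 genes, 7 were on the interferon-stimulated list and 3 on the T and NK cell list. Without the 8 libraries, 233 genes were higher and 26 lower, with 23 interferon-stimulated genes among them.

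With the same term, 52 genes were higher and 43 lower in weaned pigs, and all 28 genes called without it were among them. FKBP5 (0.59, limma adjusted p = 0.000443) and HIF3A (0.463, 0.00181) joined the genes that were higher. Those that were lower were joined by FDFT1 (-0.383, adjusted p = 0.000579), SC5D (-0.258, 0.00119), FDPS (-0.449, 0.00286), MVD (-0.406, 0.00286), TM7SF2 (-0.31, 0.00359) and EBP (-0.349, 0.00472). These are genes of sterol synthesis, but no list of that pathway was written before the data were examined, so it was not tested as a set. No interaction was called with the term (0 genes for each).

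The 8 libraries are pigs 2, 8, 15, 19, 26, 31, 38 and 43, 1 in each group, which chance gives with a probability of 0.00433. They lie 3.38 to 7.89 scaled median absolute deviations from the median of the first component, which holds 25.1% of the variance, and the next library 2.21. KLHL10, VIL1, TREX2 and TH were among the genes highest in them, and SNURF, ADORA3, MPEG1, PTPRC and SLA-DRA among the lowest. The source of the difference was not tested.

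In the other lists, the following were called for MIA by camera, with adjusted p at the preset and at the estimated correlation: inflammatory cytokines and chemokines higher (0.00735 and 0.578; 19 of 24 genes) and anterior pituitary lower (0.00654 and 0.692; 0.552 without the libraries that stand apart). For weaning they were microglia higher (0.00248 and 0.923; 15 of 16), oligodendrocytes lower (0.000267 and 0.719; 2 of 14 higher), immediate early genes higher (0.000267 and 0.28; 20 of 23) and inflammatory cytokines and chemokines higher (0.00479 and 0.706; 19 of 24). For sex, anterior pituitary was higher in males (0.0418 and 0.995; 0.892 without the libraries that stand apart).

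For weaning by MIA, also called were cerebral cortex and hippocampus with a lower weaning effect in MIA pigs (0.033; 2 of 16 genes higher), and with a higher one red blood cells (0.0476; 7 of 8; 0.4 without the libraries that stand apart), T and NK cells (0.0333; 13 of 16; 0.226 without them), glucocorticoid-responsive genes (0.0192; 15 of 19) and interferon-stimulated genes (0.0238; 31 of 35), each with adjusted p = 0.843 at the estimated correlation. For weaning by sex they were anterior pituitary lower in males (0.000176 and 0.752; 0.759 without the libraries that stand apart), microglia higher (0.0231 and 0.851), oligodendrocytes higher (0.00446 and 0.808; 14 of 14; 0.282 without them), oligodendrocyte precursors higher (0.00446 and 0.752; 8 of 9), pan-neuronal genes lower (0.00901 and 0.752; 0 of 11 higher) and immediate early genes lower (0.0061 and 0.752; 4 of 23 higher). The hypothalamic peptide gene QRFP had a weaning-by-sex interaction of 0.90 (standard error 0.235, limma adjusted p = 1, and 0.00655 over the hypothalamus list alone).

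For MIA by sex they were anterior pituitary lower in males (0.00382 and 0.811; 0.887 without the libraries that stand apart), hypothalamus lower (0.00961 and 0.296; 4 of 16 higher), thalamus and epithalamus lower (0.00345 and 0.57; 0.976 without them), cerebral cortex and hippocampus higher (7.06e-05 and 0.376; 15 of 16), oligodendrocytes lower (0.00179 and 0.57; 0 of 14 higher), endothelium lower (0.00179 and 0.57; 1 of 13 higher) and glutamatergic neurons higher (0.00179 and 0.443; 8 of 9). The myelin gene MBP had -1.05 (standard error 0.493, limma adjusted p = 0.992) and the cortical transcription factor gene TBR1 1.12. A candidate explanation is a different share of cortex and white matter in the samples of these groups, which was not tested.

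Lists with no call for any effect, with their smallest camera adjusted p, were choroid plexus (0.115), striatum (0.365), skeletal muscle (0.0536), B and plasma cells (0.149), astrocytes (0.0556), mural and meningeal cells (0.149), GABAergic neurons (0.104) and stress hormone axis (0.162). In the set of 5 libraries that stand apart on any list, nursed MIA male 21 stands 2.12 above the median for T and NK cells and weaned non-MIA male 33 stands 2.35 above it for mural and meningeal cells.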
